# Aromatic acid metabolism in *Methylobacterium extorquens* reveals interplay between methylotrophic and heterotrophic pathways

**DOI:** 10.1128/aem.00761-25

**Published:** 2025-09-03

**Authors:** Alekhya M. Govindaraju, Norma Cecilia Martinez-Gomez

**Keywords:** *Methylobacterium extorquens*, dual-substrate, methylotrophy, lignin, aromatic acids

## Abstract

Efforts toward microbial conversion of lignin to value-added products face many challenges because lignin’s methoxylated aromatic monomers release toxic C_1_ byproducts such as formaldehyde. The ability to grow on methoxylated aromatic acids (e.g., vanillic acid) has been identified in certain clades of methylotrophs, bacteria characterized by their unique ability to tolerate and metabolize high concentrations of formaldehyde. Here, we use a phyllosphere methylotroph isolate, *Methylobacterium extorquens* SLI 505, as a model to identify the fate of formaldehyde during methylotrophic growth on vanillic acid. *M. extorquens* SLI 505 displays concentration-dependent growth phenotypes on vanillic acid without concomitant formaldehyde accumulation. We conclude that *M. extorquens* SLI 505 overcomes metabolic bottlenecks from simultaneous assimilation of multicarbon and C_1_ intermediates by allocating formaldehyde toward dissimilation and assimilating the ring carbons of vanillic acid heterotrophically. We correlate this strategy with maximization of bioenergetic yields and demonstrate that formaldehyde dissimilation for energy generation rather than formaldehyde detoxification is advantageous for growth on aromatic acids. *M. extorquens* SLI 505 also exhibits catabolite repression during growth on methanol and low concentrations of vanillic acid, but no diauxic patterns during growth on methanol and high concentrations of vanillic acid. Results from this study outline metabolic strategies employed by *M. extorquens* SLI 505 for growth on a complex single substrate that generates both C_1_ and multicarbon intermediates and emphasizes the robustness of *M. extorquens* for biotechnological applications for lignin valorization.

**IMPORTANCE:**

Lignin, one of the most abundant and renewable carbon sources on Earth, is a promising alternative to non-renewable fossil fuels used to produce petrochemicals. Degradation of lignin releases toxic C_1_ byproducts such as formaldehyde, and thus most microorganisms are not suitable for biorefining lignin. By contrast, *Methylobacterium extorquens* SLI 505 is capable of growth on high concentrations of aromatic acids without concomitant formaldehyde accumulation. In addition, we show that the growth of *M. extorquens* SLI 505 on aromatic acids is coupled to the production of the bioplastic, polyhydroxybutyrate. Aromatic acids serve as a model by which to understand how *M. extorquens* SLI 505 balances methylotrophic and heterotrophic pathways during growth to provide strategies for growth optimization when using complex substrates in both ecological and industrial fermentation applications.

## INTRODUCTION

Lignin, a major component of woody plant cell walls, is one of Earth’s most abundant renewable carbon sources (1). It comprises a complex network of polycyclic aromatic polymers that provide rigidity for growing plants and act as a barrier against harsh weather and grazing herbivores (1, 2). Microbial degradation of lignin is interesting both from ecological and biotechnological perspectives, as increased understanding of these processes relates to efficient carbon cycling in natural ecosystems as well as the exploitation of lignin as a feedstock for petrochemical production (2, 3).

Microbial degradation of lignin-derived methoxylated aromatic acids (e.g., vanillic acid, ferulic acid, protocatechuic acid) is distributed across soil and plant microorganisms (2, 4, 5). While variations of aromatic acid degradation modules exist (6), vanillic acid is commonly used as the substrate for investigating aromatic acid degradation (7–9). Aerobic growth on vanillic acid proceeds through the following enzymatic reactions: ferulic acid is oxidized to vanillic acid (*ech*), which is demethylated to protocatechuic acid (*vanAB*) and produces formaldehyde as an obligate byproduct. Protocatechuic acid serves as a substrate for the β-ketoadipate pathway. It undergoes a series of ring cleavage steps (*pcaHG, pcaB, pcaC, pcaD*) to generate β-ketoadipate, which is converted to succinyl-CoA and acetyl-CoA (*pcaIJ, pcaF*), common building block metabolites for the TCA cycle and other assimilatory cycles (Fig. 1A) (10–12).

**Fig 1:**
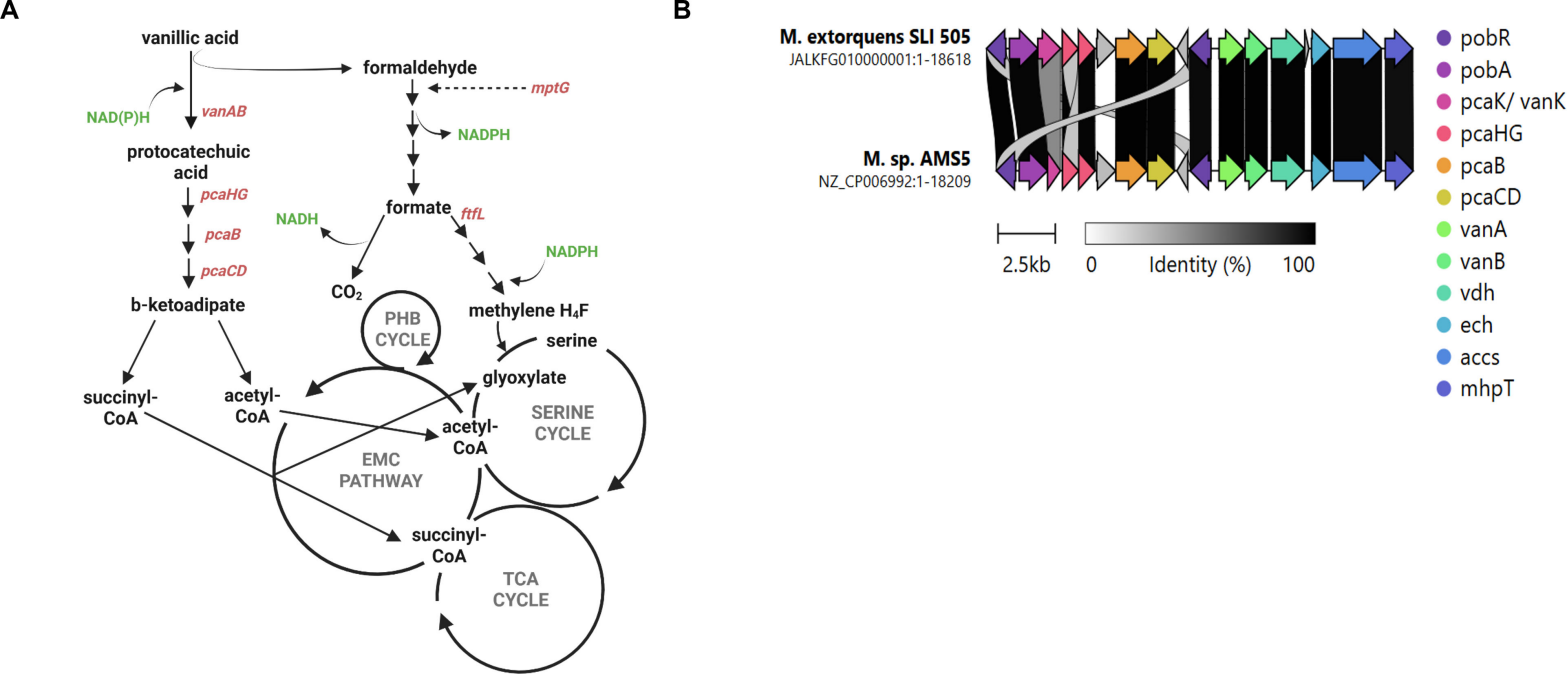
Aromatic acid gene island in *Methylobacterium extorquens* SLI 505. (**A**) Predicted metabolic map of growth on aromatic acid in *M. extorquens* SLI 505. Figure created at https://BioRender.com. (**B**) Aromatic acid gene island in *M. extorquens* SLI 505 and *Methylobacterium sp*. AMS5. Comparative analysis generated using the CAGECAT cluster analysis toolbox.

The obligate production of formaldehyde in the conversion of vanillic acid to protocatechuic acid has been hypothesized to be a major bottleneck in the efficient degradation of methoxylated aromatic acids (13–15). Formaldehyde is a highly toxic electrophile that can crosslink with proteins and DNA, inhibiting cell growth (16). Previous studies have shown that *Pseudomonas putida* KT2440 (17, 18) and *Rhodococcus jostii* RHA1 (19), both model organisms for aromatic acid metabolism, release appreciable amounts of formaldehyde during growth on vanillic acid, and growth on concentrations higher than ~5 mM vanillic acid has not been reported (15, 19–21). Formaldehyde excretion correlates with cell death in these organisms despite both encoding native formaldehyde detoxifying mechanisms (18, 20). To overcome the rate-limiting step of C_1_ byproduct toxicity, there have been efforts to engineer microbes such as *Escherichia coli*, *Corynebacterium glutamicum*, and *Burkholderia cepacia* for enhanced aromatic acid degradation through substrate channeling, compartmentalization, and introduction of novel formaldehyde oxidation pathways (5, 13).

Most microorganisms are highly susceptible to formaldehyde toxicity (16, 18, 22), but methylotrophic bacteria have evolved robust formaldehyde detoxification mechanisms (23–25). Methylotrophs are defined by their ability to utilize reduced carbon compounds lacking carbon-carbon bonds *(*e.g., methane, methanol, methylamine) as their sole source of carbon and energy (25–27). Recently, the ability to degrade methoxylated aromatic acids has been identified in specific clades of methylotrophic bacteria (20, 28), and methoxydotrophy, or the metabolism of methoxy groups of aromatic compounds, has been proposed but not fully characterized (20).

Degradation of methoxylated aromatic acids by methylotrophs yields both C_1_ (formaldehyde) and multicarbon (acetyl-CoA, succinyl-CoA) intermediates—an example of a single complex substrate that produces two distinct types of intermediates that can be assimilated into metabolic pathways via different entry points (Fig. 1A). Allocation of substrates into various metabolic pathways is an important bioenergetic consideration for methylotrophic bacteria. Methylotrophs are dominant colonizers of the phyllosphere, or aerial portion of plants (29–31), and routinely encounter diverse substrates such as methanol, carbohydrates, organic acids, and aromatic acids that can differentially support their growth (31, 32).

During methylotrophic growth in the model pink-pigmented facultative methylotroph, *Methylobacterium extorquens*, coupled redox reactions in the periplasm oxidize primary C_1_ substrates (methanol, methylamine, etc.) to formaldehyde and transfer the resulting electrons to cytochromes directly linked to the electron transport chain for energy conservation (25, 27, 33). Formaldehyde is transported from the periplasm to the cytoplasm, where it is immediately covalently attached to a tetrahydromethanopterin (H_4_MPT) carbon carrier and oxidized to formate through a series of steps that generate NAD(P)H as reducing power (25–27). Formate serves as a branch point between assimilation and dissimilation. Formate can be oxidized to CO_2_ with the concomitant generation of NADH via formate dehydrogenases or assimilated via a partial reduction facilitated by a tetrahydrofolate carbon carrier to enter the serine cycle for assimilation (Fig. 1A) (25, 27). NADPH is necessary to assimilate formate into the serine cycle, and its production primarily occurs through the oxidation of formaldehyde to formate (25, 27, 34).

Because the serine cycle, used for the assimilation of C_1_ intermediates, and the TCA cycle, used for the assimilation of multicarbon intermediates, share enzymatic reactions but run in opposite directions, simultaneous assimilation of C_1_ and multicarbon compounds cannot occur (27, 34). Previous studies have demonstrated that when methylotrophs are grown on succinate (multicarbon) and methanol (C_1_) simultaneously, they allocate the C_1_ substrate to dissimilation and the multicarbon substrate to assimilation (35)—a strategy that overcomes diauxic growth while maximizing bioenergetic yields during co-substrate growth. We hypothesize that a similar strategy might be employed by methylotrophs during growth on methoxylated aromatic acids.

In this study, *Methylobacterium extorquens* SLI 505, a recent isolate from the soybean phyllosphere (36), is used as a model for understanding how methylotrophic bacteria grow on the methoxylated aromatic acid, vanillic acid. *M. extorquens* SLI 505 is closely related (>95% average nucleotide identity) and shares similar genomic organization to other well-studied members of the *extorquens* clade, *M. extorquens* AM1 and *M. extorquens* PA1 (36). We demonstrate how methylotrophs overcome bottlenecks surrounding methylotrophic and heterotrophic pathway operation in their metabolism of aromatic acids. *M. extorquens* SLI 505 upregulates its methylotrophic and heterotrophic machinery in response to increasing concentrations of vanillic acid, yet formaldehyde is not assimilated during growth. Furthermore, formaldehyde detoxification only enables optimization of carbon utilization at the level of growth rate and not yield, despite that formaldehyde detoxification is efficient even during growth on high concentrations of vanillic acid. Finally, catabolite repression is observed when methanol and low concentrations of vanillic acid are available. Our data suggests that currency metabolites such as NADPH may play a role in defining the distribution of carbon between assimilation and dissimilation.

## RESULTS

### *Methylobacterium extorquens* SLI 505 is an optimal model for investigating native vanillic acid metabolism in methylotrophic bacteria

Previously, our laboratory isolated 78 *Methylobacterium* strains capable of robust growth on vanillic acid from the phyllosphere of soybeans, collectively referred to as SLI (soybean leaf isolate) strains (36). Whole-genome sequencing through the Joint Genome Institute of all SLI strains capable of growth on aromatic acids revealed the presence of a horizontally transferred ~19 kb cluster that encodes enzymes necessary for vanillate (VanAB), ferulate (Ech), and protocatechuate (PcaHG, PcaB, PcaC, PcaD, PcaIJ, and PcaF) metabolism via the β-ketoadipate pathways described above. This cluster is hereafter referred to as the aromatic acid gene island. Of the SLI strains capable of growth on vanillic acid, *M. extorquens* strain SLI 505 had the most reproducible growth phenotypes in preliminary experiments and shares high degrees of similarity with the model organisms *M. extorquens* AM1 and PA1 (36). This led us to hypothesize that the genetic and metabolic tools previously developed for probing the physiology of lab strains of *M. extorquens* could be used effectively for the environmental SLI strains as well. For these reasons, *M. extorquens* SLI 505 was selected as the model organism by which to evaluate vanillic acid metabolism in the *M. extorquens* SLI community.

The CAGECAT toolbox (37) was used for comparative analysis of aromatic acid gene islands in *M. extorquens* SLI 505 and *Methylobacterium sp*. AMS5, the only other reported member of the *extorquens* clade of *Methylobacterium* capable of growth on aromatic acids (Fig. 1B) (20). SLI strains grow faster, to a higher final OD_600_, and more reproducibly than *M. sp*. AMS5 on vanillic acid (36). Despite differences in growth phenotypes, the aromatic acid gene islands of both strains share high sequence identity and organization. In contrast, homologous genes for aromatic acid degradation for *Methylobacterium* members of the *aquaticum* and *nodulans* clades (20)—in which this metabolic capacity is more widespread—as well as in *Pseudomonas putida* KT2440 (21)—a non-methylotrophic bacterium with well-characterized aromatic acid metabolism—exist as disparate clusters across the genome and lack the consolidated organization exhibited within the *extorquens* clade.

### Methylotrophs exhibit growth defects at high concentrations of vanillic acid without concomitant formaldehyde accumulation

To establish how *M. extorquens* SLI 505 grows on a range of vanillic acid concentrations, this strain was grown in minimal media with increasing concentrations (0.25–20 mM) of vanillic acid supplemented as the sole carbon and energy source. *M. extorquens* SLI 505 exhibits a concentration-dependent growth phenotype on vanillic acid. At substrate concentrations from 0.5 mM to 6 mM vanillic acid, growth rates and maximum OD_600_ values increase in a pattern that correlates with the amount of carbon provided. Growth rates decrease at substrate concentrations higher than 6 mM vanillic acid (Fig. 2B), and maximum OD_600_ values stabilize at approximately 10–12 mM vanillic acid; despite that growth is reported at higher substrate concentrations, maximum OD_600_ values do not increase (Fig. 2C), and growth rates decrease (Fig. 2B). For comparison, *M. extorquens* SLI 505 reaches nearly 1.5× the final yields as *P. putida* KT2440 on the same vanillic acid concentrations (Fig. S1). Based on the growth phenotypes for *M. extorquens* SLI 505 in Fig. 2, the substrate threshold for vanillic acid was subsequently classified as “low concentration” (0.5–6 mM), “medium concentration” (7–9 mM), and “high concentration” (10–15 mM) for ease of reference throughout this study.

**Fig 2:**
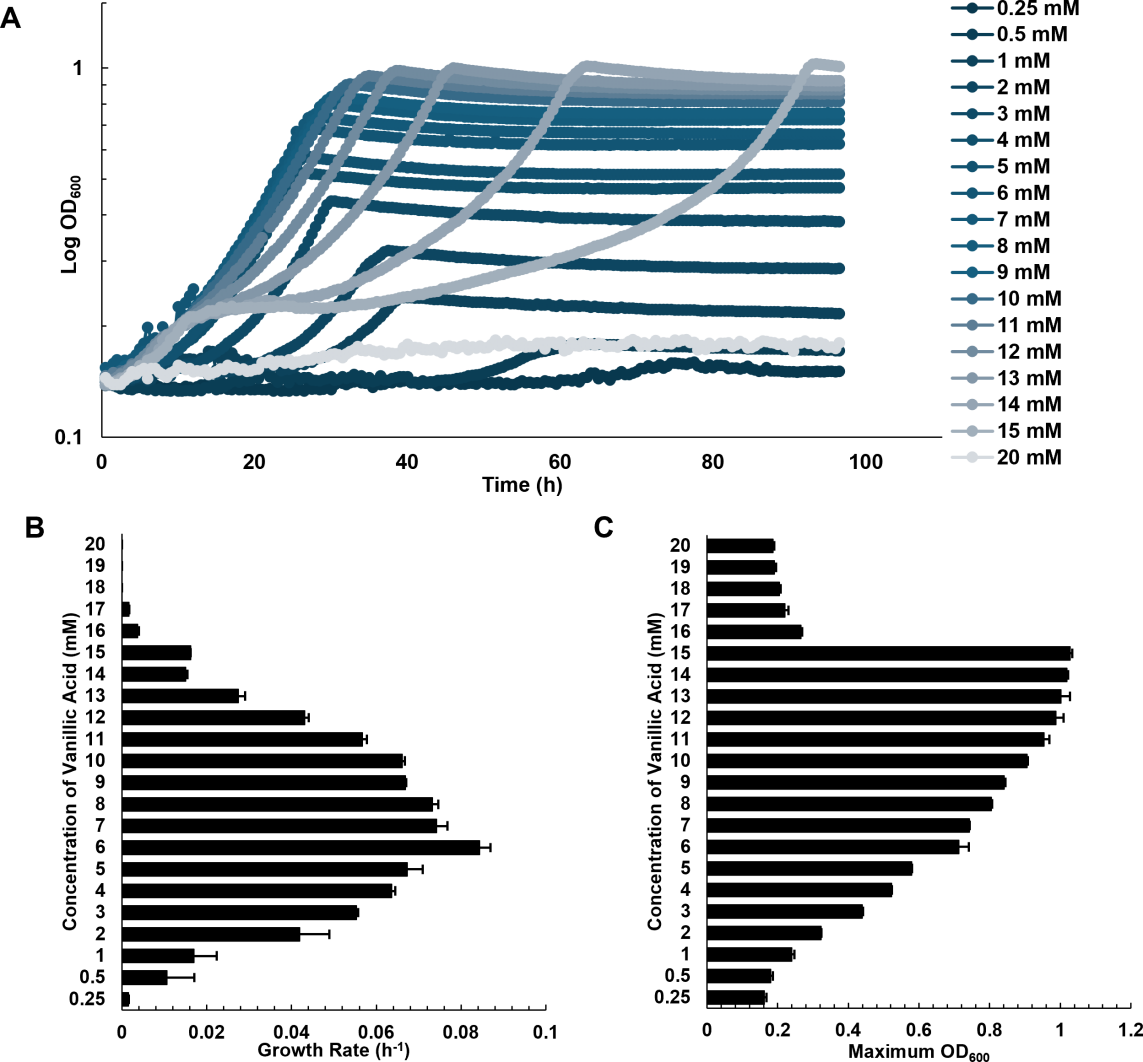
Growth phenotypes of *Methylobacterium extorquens* SLI 505 on minimal media supplemented with 0–20 mM vanillic acid. (**A**) Growth curves of *M. extorquens* SLI 505 on 0.25–20 mM vanillic acid. Each curve represents an average of two replicates. (**B**) Growth rates of *M. extorquens* SLI 505 on 0.25–20 mM vanillic acid. Error bars indicate standard deviation of two replicates. (**C**) Maximum OD_600_ of *M. extorquens* SLI 505 on 0.25–20 mM vanillic acid. Error bars indicate the standard deviation of two replicates.

It was hypothesized that the decrease in growth at higher concentrations of vanillic acid was due to formaldehyde accumulation, as shown for non-methylotrophs which succumb to formaldehyde toxicity at lower substrate concentrations (15, 20). To assess this, intracellular formaldehyde concentrations in a range of vanillic acid concentrations were measured (Table 1). Appreciable concentrations of formaldehyde (38) were not detected during growth on 5–12 mM vanillic acid. The lack of formaldehyde accumulation at any vanillic acid concentration is in sharp contrast to the formaldehyde accumulation observed in non-methylotrophs, even at lower vanillic acid concentrations, and emphasizes the robustness of methylotrophs for mitigating formaldehyde toxicity during growth on aromatic acids.

**TABLE 1:** Intracellular formaldehyde concentrations of *M. extorquens* SLI 505 during growth on vanillic acid

Vanillic acid concentration (mM)	Formaldehyde concentration (mM)
5	0.0049 ± 0.0044
10	0.0187 ± 0.0106
12	0.0443 ± 0.0321

### Methylotrophs do not assimilate formaldehyde during growth on vanillic acid

If formaldehyde is not accumulating during growth of methylotrophs on vanillic acid, it must be assimilated, dissimilated, or excreted into the extracellular medium. We know that the latter is not occurring based on measurements of extracellular formaldehyde at the indicated substrate concentrations in Table 1 which found negligible or zero amounts of formaldehyde (data not shown), leaving two other possible fates. To track formaldehyde assimilation into biomass or dissimilation toward CO_2_, vanillic acid with a ^13^C label on the methoxy carbon, hereafter referred to as ^13^C-vanillic acid (Fig. 3A), was used for formaldehyde labeling studies. Through ^13^C fingerprinting, the incorporation of ^13^C carbon into proteinogenic amino acids was measured by liquid chromatography-mass spectrometry and used as a proxy for determining if carbon from formaldehyde was assimilated toward biomass (39). Figure 3B reports the mass isotopomer distribution in measurable amino acids, where the M-number indicates the number of ^13^C carbons identified in each amino acid. ^13^C carbon was not detected in most amino acids in substantial amounts (Fig. 3B), except for methionine, which was roughly 40% labeled. Methionine biosynthesis requires abstraction of methyl groups, and the partial label incorporation is likely a reflection of methionine biosynthesis alone and not indicative of assimilation of formaldehyde, as labeled carbon is absent from other amino acids. Despite the minor labeling of methionine, we still conclude that formaldehyde generated during growth on vanillic acid is not assimilated into biomass.

**Fig 3:**
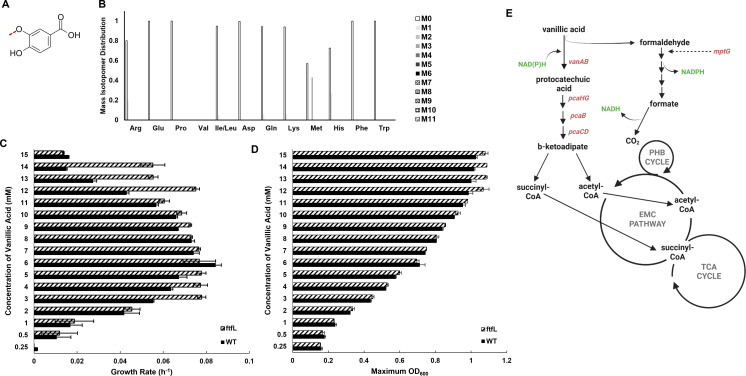
*M. extorquens* SLI 505 does not assimilate the formaldehyde released during the demethoxylation of vanillic acid into biomass. (**A**) Vanillic acid with methoxy carbon labeled with ^13^C (indicated by red dashed line), hereafter referred to as ^13^C-vanillic acid. (**B**) ^13^C fingerprinting of *M. extorquens* SLI 505 grown on 5 mM ^13^C-vanillic acid. M# indicates the number of ^13^C-carbons incorporated into the measured amino acid. (**C**) Growth rates of wild-type *M. extorquens* SLI 505 (solid bar) and *M. extorquens* SLI 505 Δ*ftfL* (diagonal dashed bar) on 0.25–15 mM vanillic acid. Error bars represent the standard deviation of two replicates. (**D**) Maximum OD_600_ of wild-type *M. extorquens* SLI 505 (solid bar) and *M. extorquens* SLI 505 Δ*ftfL* (diagonal dashed bar) on 0.25–15 mM vanillic acid. Error bars represent the standard deviation of two replicates. (**E**) Updated metabolic map for growth on vanillic acid, eliminating formaldehyde assimilation as the metabolic fate of formaldehyde. Figure created at https://BioRender.com.

The lack of contribution of formaldehyde toward biomass was also confirmed genetically. An essential gene for the assimilation of C_1_ intermediates into the serine cycle, *ftfL* (27) (Fig. 1A), was deleted from *M. extorquens* SLI 505, and the mutant’s growth on aromatic acids was measured. The Δ*ftfL* strain has similar growth rates to wild-type on low and medium concentrations of vanillic acid and faster growth rates on high concentrations of vanillic acid (Fig. 3C). Maximum OD_600_ values are consistent with wild-type values (Fig. 3D). Based on labeling and growth phenotypes of mutants, we conclusively report that methoxydotrophic metabolism does not rely on the assimilation of formaldehyde (Fig. 3E) and that biomass is therefore generated via heterotrophic assimilation of the aromatic acid ring carbons.

### Formaldehyde detoxification is beneficial but not necessary for the growth of methylotrophs on vanillic acid

The data thus far indicate that the fate of formaldehyde during the growth of *M. extorquens* SLI 505 on vanillic acid is dissimilation to CO_2_. Here, an important distinction must be made between formaldehyde dissimilation versus detoxification. In methylotrophic bacteria, formaldehyde detoxification is necessarily coupled to formaldehyde dissimilation via the H_4_MPT-dependent formaldehyde oxidation pathway (25, 27). Formaldehyde oxidation to formate is coupled to the reduction of NADP^+^ to NADPH, and formate oxidation to CO_2_ can proceed via NAD-dependent or -independent formate dehydrogenases (25, 27, 34). As far as we know, there are no metabolic routes for intracellular detoxification of formaldehyde that are not also linked to essential NADPH generation steps.

To disentangle these two processes, *mptG*, a gene involved in the biosynthesis of H_4_MPT involved in formaldehyde oxidation to formate, was deleted in *M. extorquens* SLI 505; this mutant is unable to grow on C_1_ compounds (40). Growth rates (Fig. 4A) and maximum OD_600_ values (Fig. 4B) for *M. extorquens* SLI 505 Δ*mptG* are reported. The Δ*mptG* strain has severely reduced growth rates at concentrations greater than 1 mM as compared to the wild-type strain, yet still reaches the same maximum OD_600_ values.

**Fig 4:**
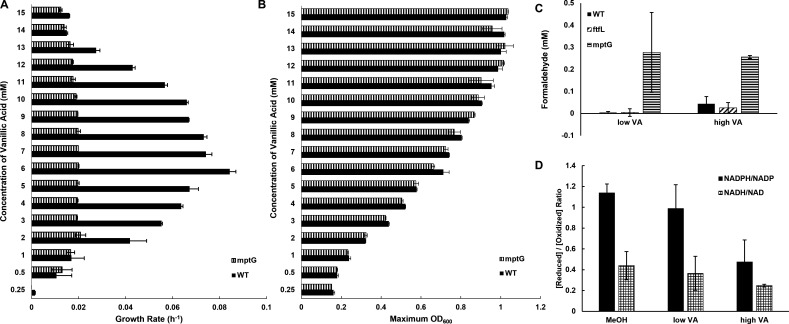
Identifying the relative contribution of formaldehyde detoxification toward growth on vanillic acid. (**A**) Growth rates of wild-type *M. extorquens* SLI 505 (solid bar) and *M. extorquens* SLI 505 Δ*mptG* (vertical dashed bar) on 0.25–15 mM. Error bars represent the standard deviation of two replicates. (**B**) Maximum OD_600_ of wild-type *M. extorquens* SLI 505 (solid bar) and *M. extorquens* SLI 505 Δ*mptG* (vertical dashed bar) on 0.25–15 mM. Error bars represent the standard deviation of two replicates. (**C**) Intracellular formaldehyde concentrations of wild-type *M. extorquens* SLI 505 (solid bar), *M. extorquens* SLI 505 Δ*ftfL* (diagonal dashed bar), and *M. extorquens* SLI 505 Δ*mptG* (horizontal dashed bar) grown on “low” (5 mM) and “high” (12–13 mM) concentrations of vanillic acid. Error bars represent the standard deviation of three biological replicates. (**D**) Ratio of NADPH to NADP^+^ (solid bar) and NADH to NAD^+^ (checkered bar) during growth of wild-type *M. extorquens* SLI 505 on “low” (5 mM) and “high” (13 mM) concentrations of vanillic acid and 50 mM methanol. Error bars represent the standard deviation of three biological replicates.

We questioned whether the growth rate defect of the Δ*mptG* strain was due to a buildup of formaldehyde (i.e.*,* inefficient detoxification) or tied to energy conservation (i.e., inability to generate NADPH from formaldehyde dissimilation), both of which have been demonstrated to inhibit growth (24, 34). Measurements of intracellular formaldehyde concentrations of the Δ*mptG* strain (Fig. 4C) reveal nearly 5–10× the amount of formaldehyde accumulation as compared to wild-type strain during growth on low and high concentrations of vanillic acid, consistent with the predicted phenotype of this mutant. However, the levels of formaldehyde accumulation in the Δ*mptG* strain are still below what is considered toxic for *M. extorquens* (38). Thus, methylotrophic pathways for formaldehyde oxidation are important but not essential for growth on aromatic acids.

If inefficient detoxification of formaldehyde is not the reason that the Δ*mptG* strain grows slower than wild type, we predicted that the growth defect must be correlated with NADPH production. Canonical methylotrophic metabolism on substrates such as methanol is considered limited by NADPH, as NADPH must be spent for formate assimilation into the serine cycle and is generated from formaldehyde oxidation to formate (34). Several lines of evidence suggest that NAD(P)H may also limit growth on vanillic acid by methylotrophs: (i) the initial demethoxylation of vanillic acid is coupled to NAD(P)H oxidation (15, 41), (ii) formaldehyde oxidation to formate follows methylotrophic pathways described above, (iii) growth on high concentrations of vanillic acid is correlated with high relative expression of genes involved in the linked EMC and polyhydroxybutyrate pathways at steps involving NADPH cycling, and growth on vanillic acid results in polyhydroxybutyrate accumulation, and (iv) genes for the NADPH-producing transhydrogenase *pntAB* are also highly expressed during growth on high concentrations of vanillic acid (Fig. S2).

To conclusively identify reducing power limitations, the ratio of NADPH to NADP^+^ and NADH to NAD^+^ during growth on low and high concentrations of vanillic acid was measured and compared to ratios during growth on methanol. Consistent with the predictions and preliminary data from above, the NADPH/NADP^+^ ratios were lower at higher concentrations of vanillic acid and even lower than what is reported for methanol (Fig. 4D). The NADH/NAD^+^ ratios did not change across vanillic acid concentrations, providing further support for a limitation at the level of NADPH specifically. Thus, we concluded that growth on high concentrations of vanillic acid is at least partially limited by NADPH.

### Transcriptional response to growth on vanillic acid is concentration-dependent, mimicking heterotrophic growth at low concentrations and methylotrophic and heterotrophic growth at high concentrations

The strategy of formaldehyde dissimilation and heterotrophic assimilation during growth of *M. extorquens* SLI 505 on vanillic acid led us to investigate how the operation of primary metabolic pathways differs during growth on vanillic acid compared to other substrates. RNA-seq was used to compare expression profiles of metabolic genes during growth on low (5 mM) and high (10 mM) vanillic acid, methanol, and acetate. 

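The deposited RNA-seq data hold 12 libraries of *M. extorquens* SLI 505, with 3 cultures (replicates A, B, and C) for each of 4 substrates: 10 mM acetate, 50 mM methanol, and vanillic acid at 5 mM or 10 mM. Vanillic acid is a methoxylated aromatic acid whose demethoxylation releases formaldehyde, methanol is oxidized to formaldehyde, and acetate enters central metabolism as acetyl-CoA. The authors depleted rRNA, aligned paired-end reads to the SLI 505 genome with HISAT2 v2.1.0, assembled transcripts with StringTie v2.1.5, and generated whole-number counts for 5375 features. A second table holds FPKM values, which were found to be on a log2(FPKM + 1) scale. How reads shared between copies of a gene were counted is not given in the sources used here.

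Total counts per library ranged from 16.2 to 19.6 M (mega) on 5 mM vanillic acid (median, 16.5 M) and from 24.4 to 26.6 M on 10 mM vanillic acid (median, 26.2 M). They ranged from 13.9 to 15.5 M on acetate (median, 15.1 M) and from 15.2 to 17.3 M on methanol (median, 15.6 M). The paper states 12 M paired-end reads per sample, and the values here use the totals of the count table. The 10 features with the highest mean share took 73.7% ± 6.98% of the counts on 5 mM vanillic acid (mean ± SD, n = 3), 57.2% ± 2.45% on 10 mM vanillic acid, 75.8% ± 3.73% on acetate, and 74.2% ± 6.07% on methanol. Their share was lower on 10 mM vanillic acid than in the other 9 libraries (exact permutation test, two-sided, p = 0.00909). This grouping was chosen after the data were examined, and the p is the smallest that 3 libraries against 9 can give. The median count per gene was between 367 and 406 in the 10 mM vanillic acid libraries and between 85 and 210 in the others.

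Counts were scaled by TMM, which sets each library's scale from the bulk of its genes rather than from its total, and expression is given as CPM, the count divided by the TMM-scaled library total in M. The 5284 genes that passed the filter on low counts were tested with the quasi-likelihood test of edgeR v4.0.16 on all 12 libraries, and genes with an adjusted p under 0.05 are called higher or lower. With TMM, the median log2 fold change of all genes tested lay between 0 and 0.13 in the 6 comparisons of substrates. Scaled to total counts instead, that median was 0.63 for 10 mM against 5 mM vanillic acid, 0.46 for 5 mM vanillic acid against acetate, and −0.07 for 5 mM vanillic acid against methanol. It was 1.06 for 10 mM vanillic acid against acetate, 0.56 for 10 mM vanillic acid against methanol, and 0.57 for methanol against acetate. The files do not pair locus tags with gene names. The aromatic acid gene island was therefore taken by its locus tags, which the paper gives as JSW75_000124 to JSW75_000140. The files use the prefix J2W75, and the 17 genes with the same numbers were used. This match was not checked against an annotation of the strain, so which genes lie at the ends of the island is uncertain.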

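Growth on methanol and growth on acetate differed in the expression of 3183 of the 5284 genes tested, with 1543 genes higher on methanol and 1640 lower. Among the genes with above-median expression and the largest changes, J2W75_002066 was higher on methanol by 4.24 on the log2 scale (SE 0.39, adjusted p = 1.64e-06) and J2W75_001396 by 4.17 (SE 0.59, adjusted p = 6.02e-05). J2W75_000598 had 10.3 ± 1.54 CPM on methanol and 3637 ± 537 on acetate (mean ± SD, n = 3), a log2 fold change of −8.47 (SE 0.33, adjusted p = 3.15e-09 by edgeR). For J2W75_002644, the values were 1.69 ± 0.657 and 574 ± 33.0 CPM, a log2 fold change of −8.43 (SE 0.54). The aromatic acid gene island did not move one way between these substrates: of its 17 genes, 3 were higher on methanol, 5 were lower, and 9 did not pass the test, with the same counts when adjusted over the list alone. J2W75_000138 was lower on methanol by a log2 fold change of −1.91 (adjusted p = 2.3e-05), whereas J2W75_000132 was higher by 1.59 (adjusted p = 0.000106). The island as a set was not called against the other genes (camera, adjusted p = 0.966).

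The split of the changed genes depends on the scaling, with 1863 higher and 921 lower on methanol when counts were scaled to their totals, and 2241 higher and 1179 lower with upper quartile scaling. In the island, 5 genes were higher and 1 was lower on methanol with total counts, and its median log2 fold change, 0.13 with TMM, was 0.70 with total counts and −0.06 without methanol replicate A.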

Here, the methanol transcriptome is a baseline for the expression of metabolic genes during methylotrophic growth, and the acetate transcriptome is a baseline for the expression of metabolic genes during heterotrophic growth. Figure 5 reports heatmaps for gene expression during aromatic acid metabolism and major methylotrophic and heterotrophic modules (see metabolic map, Fig. 1A). 

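With counts scaled to their totals, the scale the authors used, 16 of the 17 genes of the aromatic acid gene island (J2W75_000125 to J2W75_000140) had their highest mean on 10 mM vanillic acid. The exception, J2W75_000124, was highest on acetate and lowest on 5 mM vanillic acid. Of the other island genes, 12 were lowest on acetate and 4 on methanol. On the same scale, 51.9% of all genes tested had their highest mean on 10 mM vanillic acid, 24.3% on methanol, 16.9% on acetate, and 6.9% on 5 mM vanillic acid. The lowest mean fell on acetate for 55.4% of genes, on methanol for 24.6%, on 5 mM vanillic acid for 12.7%, and on 10 mM vanillic acid for 7.3%. With TMM, the 16 island genes were still highest on 10 mM vanillic acid. The highest mean of all genes then fell on acetate for 33.2%, on 10 mM vanillic acid for 27.4%, on methanol for 25.7%, and on 5 mM vanillic acid for 13.7%. A Z-score over 4 substrate means gives the order and the relative spacing of the substrates for each gene but not the size of the difference. The image of Fig. S2 appears to hold further conditions, for which there are no libraries here, and whether they entered the published Z-scores is not known.

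**Figure D1:**
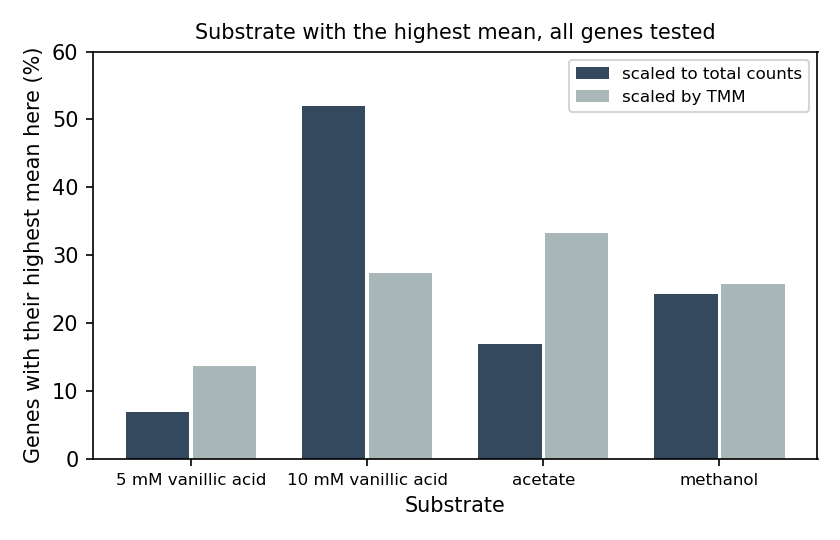
Percentage of the 5284 genes tested (y axis) whose highest mean of 3 replicates fell on each substrate (x axis), with counts scaled to their totals (dark bars) or by TMM (light bars). On 10 mM vanillic acid, the bar is 51.9% with total counts and 27.4% with TMM.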

To compare the relative expression of genes across four different substrate conditions, normalized Z-scores of genes are reported to identify common trends. Genes involved in aromatic acid catabolism are most highly expressed during growth on high concentrations of vanillic acid, to a lesser extent on low concentrations of vanillic acid, and not at all during growth on methanol or acetate, as is to be expected (Fig. 5A). 

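In the aromatic acid gene island, 16 of 17 genes were higher on 5 mM vanillic acid than on acetate and than on methanol, and the same 16 were higher on 10 mM vanillic acid than on either substrate. For 5 mM vanillic acid against methanol, 15 were higher by limma on log2(FPKM + 1) and on log2(FPKM + 0.1). The median log2 fold change of the 17 genes was 6.08 for 5 mM vanillic acid against acetate (67.6-fold) and 6.09 against methanol (68.0-fold). It was 7.30 for 10 mM vanillic acid against acetate (157-fold) and 7.04 against methanol (131-fold). The size depends on the method. For 10 mM vanillic acid against acetate, the median was 318-fold with total counts, 313-fold by limma on log2(FPKM + 0.1), and 139-fold without acetate replicate A. Against methanol, it was 176-fold with total counts and 105-fold with upper quartile scaling. For 5 mM vanillic acid, it was 97.1-fold against acetate with total counts and 45.1-fold against methanol by limma on log2(FPKM + 1). J2W75_000134 had 1872 ± 244 CPM on 5 mM vanillic acid and 3473 ± 1093 on 10 mM vanillic acid, compared with 5.15 ± 0.717 on acetate and 4.08 ± 0.363 on methanol (mean ± SD, n = 3). J2W75_000135 rose by 9.08 on the log2 scale from acetate to 5 mM vanillic acid and by 10.17 from acetate to 10 mM vanillic acid. J2W75_000124, at the edge of the island, was lower on 5 mM vanillic acid than on acetate, with a log2 fold change of −1.91 (SE 0.29, adjusted p = 0.000171), and than on methanol, with −1.12 (adjusted p = 0.0121), the latter a call that was lost with total counts and by limma on log2(FPKM + 1).

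Between the concentrations, 11 of the 17 genes were higher on 10 mM than on 5 mM vanillic acid, none was lower, and 6 did not pass the test, with 13 higher when adjusted over the list alone. The median log2 fold change was 1.04 (2.05-fold), with a range from 0.37 to 1.36. It was 1.52 (2.88-fold) with total counts and 1.68 (3.21-fold, range 1.01 to 2.06) by limma on log2(FPKM + 1). J2W75_000140 rose 2.43-fold, from 1251 ± 107 to 3042 ± 256 CPM (log2 fold change 1.28, SE 0.26, adjusted p = 0.00409). J2W75_000134 rose by 0.89 (SE 0.26, adjusted p = 0.0208). This call was lost without 10 mM vanillic acid replicate A or B or 5 mM vanillic acid replicate A or C, and when only the 6 vanillic acid libraries were fitted.

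On acetate and methanol, each of the 17 genes had counts in every library, and 16 had more than 3 counts in every acetate library and 16 in every methanol library. The island took 0.711% ± 0.276% of all counts on 5 mM vanillic acid, 2.11% ± 0.166% on 10 mM vanillic acid, 0.00924% on acetate, and 0.0136% on methanol. Of the counts outside the 10 most abundant features, it took 2.64% ± 0.406%, 4.95% ± 0.476%, 0.0381%, and 0.0521%, in the same order.

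As a set, the island was higher on vanillic acid than the other genes in all 4 comparisons with acetate and methanol (camera, adjusted p between 1.94e-24 and 9.52e-16), and these calls held with an estimated correlation between genes (adjusted p between 0.00577 and 0.00641). For 10 mM against 5 mM vanillic acid, the adjusted p was 4.54e-06 with the preset correlation, and the call was lost with an adjusted p = 0.0654 with an estimated correlation. The number of island genes called between the concentrations was 7 without 10 mM vanillic acid replicate B, 7 with only the 6 vanillic acid libraries fitted, and 17 by limma on log2(FPKM + 1).

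**Figure D2:**
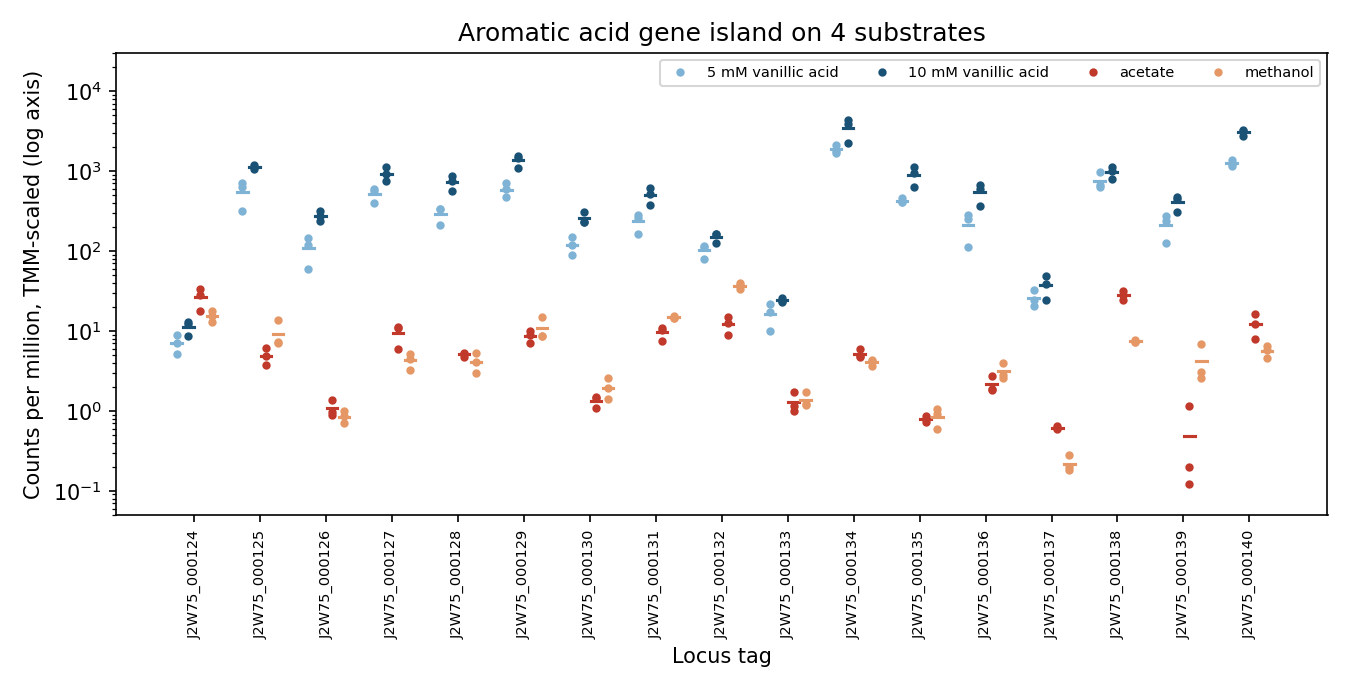
TMM-scaled CPM (y axis, log scale) of the 17 genes of the aromatic acid gene island (x axis) on each substrate; points are the 3 replicates and lines their means. J2W75_000134 has means of 1872 and 3473 on 5 mM and 10 mM vanillic acid and of 5.15 and 4.08 on acetate and methanol, whereas J2W75_000124 is highest on acetate.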

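Ranked by FPKM among all 5375 features of a library, the genes of the aromatic acid gene island had a median percentile of 93.6 ± 1.92 on 5 mM vanillic acid and 96.7 ± 0.632 on 10 mM vanillic acid (mean ± SD over 3 libraries). On acetate and methanol, the median percentile was 27.8 ± 2.52 and 21.8 ± 3.21. Of the 17 genes, 8 had a mean percentile of at least 95 on 5 mM vanillic acid and 11 on 10 mM vanillic acid, and none did on acetate or methanol. In the single libraries, the most abundant 1% of features held 1 island gene on 5 mM vanillic acid and 3 to 4 on 10 mM vanillic acid. The highest of them, J2W75_000134, ranked 27 to 37 on 5 mM vanillic acid and 19 to 24 on 10 mM vanillic acid, and J2W75_000140 ranked 58 to 72 and 20 to 28. At the other end, J2W75_000124 had a mean percentile of 36.9 on 5 mM vanillic acid and 46.9 on 10 mM vanillic acid, and J2W75_000133 had 55.2 and 63.8. A percentile within a library does not change with the scaling between libraries.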

For both the low and high concentration of vanillic acid conditions, aromatic acid catabolism genes are some of the most highly expressed genes. Genes involved in methylotrophic pathways for formaldehyde oxidation, formate assimilation, and the serine cycle are most highly expressed during growth on methanol and least upregulated during growth on acetate (Fig. 5B, C, D and F). The expression of these genes during growth on low concentrations of vanillic acid is at levels similar to what is observed on acetate. By contrast, expression levels on high concentrations of vanillic acid are closer to levels observed on methanol; this is surprising, considering methylotrophic assimilatory pathways are not utilized during growth on vanillic acid (Fig. 3). Genes involved in heterotrophic pathways, such as the TCA cycle and the ethylmalonyl-CoA pathway used for glyoxylate regeneration, are also highly expressed during growth on high concentrations of vanillic acid. 

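Compared with acetate, growth on 5 mM vanillic acid changed 2652 genes (1327 higher and 1325 lower), and compared with methanol it changed 1442 genes (909 higher and 533 lower). Growth on 10 mM vanillic acid changed 3092 genes compared with acetate (1583 higher and 1509 lower) and 2652 compared with methanol (1537 higher and 1115 lower). Outside the aromatic acid gene island, the largest increase in each of these 4 comparisons among genes with above-median expression was that of J2W75_000141, which was 129-fold higher on 5 mM vanillic acid than on acetate (log2 fold change 7.01, SE 0.31, adjusted p = 6.51e-09) and 401-fold higher than on methanol. J2W75_002644 was 123-fold lower on 5 mM vanillic acid than on acetate (log2 fold change −6.94, SE 0.50, adjusted p = 4.82e-07) and 33.8-fold lower on 10 mM vanillic acid than on acetate. J2W75_005104 was 33.7-fold lower on 5 mM vanillic acid than on methanol, and J2W75_000906 was 16.7-fold lower on 10 mM vanillic acid than on methanol.

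Over all genes tested, metabolic genes not being told apart from others here, the root mean square difference in log2 expression between 5 mM vanillic acid and acetate was 1.38 (SD 0.05 over 9 pairs of libraries) and that between 5 mM vanillic acid and methanol was 0.95 (SD 0.14). These SDs are of distances between single libraries, which hold replicate noise and reuse the same libraries, and not of the distances between means. Each of the 3 libraries on 5 mM vanillic acid lay nearer to methanol than to acetate. For 10 mM vanillic acid, the difference was 1.47 to acetate (SD 0.08) and 1.34 to methanol (SD 0.16). Replicate C lay nearer to methanol, replicates A and B were about as far from both, and without replicate C the distance to acetate was 1.00 times that to methanol. Acetate and methanol were 1.66 apart (SD 0.09).

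The genes that differed by at least 1 on the log2 scale between methanol and acetate were then placed on a scale from 0 (the acetate mean) to 1 (the methanol mean), a comparison chosen after the data were examined. For the 1166 genes higher on methanol, 5 mM vanillic acid lay at 0.69 ± 0.13 and 10 mM vanillic acid at 0.68 ± 0.07 (mean ± SD, n = 3, exact permutation test, two-sided, p = 1). For the 1350 genes higher on acetate, 5 mM vanillic acid lay at 0.67 ± 0.08 and 10 mM vanillic acid at 0.51 ± 0.14 (exact permutation test, p = 0.2, where the smallest possible is 0.1). The single 10 mM vanillic acid libraries ranged from 0.42 to 0.67, the highest at about the mean of 5 mM vanillic acid. Scaled to total counts, 10 mM vanillic acid lay at 0.95 ± 0.14 for the genes higher on methanol and at 0.11 ± 0.09 for the genes higher on acetate. On that scale, 5 mM vanillic acid lay at 0.68 ± 0.34 and 0.67 ± 0.20 (exact permutation test between the concentrations, p = 0.3 and p = 0.1).

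With total counts, the genes changed were 1344 higher and 661 lower for 5 mM vanillic acid against acetate and 272 and 125 for 5 mM vanillic acid against methanol. They were 2619 and 357 for 10 mM vanillic acid against acetate and 1619 and 304 for 10 mM vanillic acid against methanol. With upper quartile scaling, they were 1763 and 1040 for 5 mM vanillic acid against acetate, 607 and 790 for 5 mM vanillic acid against methanol, and 1131 and 1568 for 10 mM vanillic acid against methanol. Against methanol, 5 mM vanillic acid changed 926, 855, and 862 genes without methanol replicate A, B, and C, respectively.

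**Figure D3:**
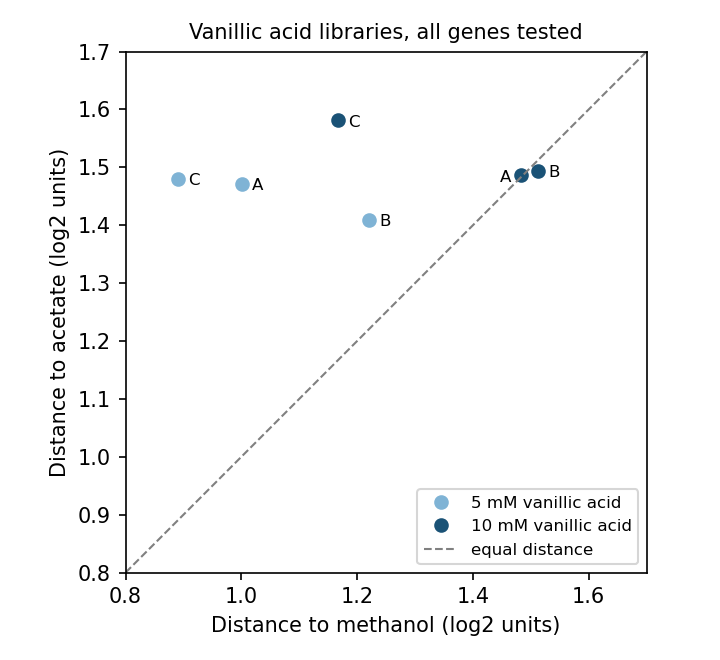
Root mean square difference in log2 CPM over the 5284 genes tested between each vanillic acid library and the methanol mean (x axis) or the acetate mean (y axis); letters give the replicate and the dashed line marks equal distance. The 5 mM vanillic acid libraries lie at 0.89 to 1.22 from methanol and at 1.41 to 1.48 from acetate, and 10 mM vanillic acid replicates A and B lie close to the line.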

Overall, the data indicate that the expression patterns of metabolic genes on low concentrations of vanillic acid mimic those on acetate, whereas expression patterns of metabolic genes on high concentrations of vanillic acid mimic those on methanol and acetate.

**Fig 5:**
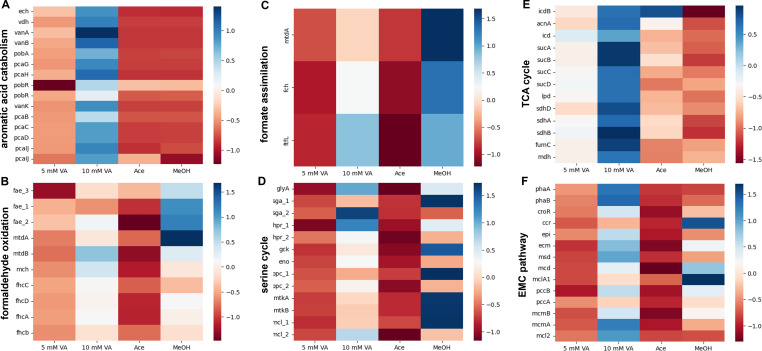
Normalized expression levels of methylotrophic and heterotrophic genes during growth on “low” (5 mM) and “high” (10 mM) concentrations of vanillic acid, 10 mM acetate, and 50 mM methanol. Expression profiles on methanol serve as a comparison for methylotrophic growth; expression profiles on acetate serve as a comparison for heterotrophic growth. Colors and corresponding color scale bar on the right of each graph indicate Z-score-corrected expression for comparisons of each gene across the four substrate conditions. Panels indicate metabolic modules relevant to methylotrophy and heterotrophy: (**A**) aromatic acid gene island; (**B**) H_4_MPT-dependent formaldehyde oxidation pathway; (**C**) H_4_F-dependent formate assimilation pathway; (**D**) serine cycle; (**E**) TCA cycle; and (**F**) EMC pathway for glyoxylate regeneration.

### Co-consumption of methanol and vanillic acid reveals two different strategies for the optimization of substrate consumption

Transcriptomic data from Fig. 5 indicates that vanillic acid induces expression of methylotrophic and heterotrophic metabolic pathways in *M. extorquens* SLI 505, yet we know that both cannot be (35) and are not simultaneously employed in this organism (Fig. 3). We chose to utilize a mixed substrate strategy to further interrogate the consequences of simultaneous expression of methylotrophic and heterotrophic pathways by characterizing growth of *M. extorquens* SLI 505 on vanillic acid in combination with methanol. Because growth on vanillic acid has strong concentration-dependent phenotypes and different transcriptomic profiles, we investigated co-consumption patterns of *M. extorquens* SLI 505 at various vanillic acid concentrations.

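Between the vanillic acid concentrations, 1683 of the genes tested changed, with 942 higher on 10 mM vanillic acid and 741 lower. Of these, 675 and 474, respectively, changed by at least 1 on the log2 scale. J2W75_005236 rose 13.0-fold, from 10.1 ± 0.784 CPM on 5 mM vanillic acid to 131 ± 22.3 on 10 mM vanillic acid (mean ± SD, n = 3; log2 fold change 3.70, SE 0.34, adjusted p = 0.000109 by edgeR). J2W75_001660 rose 47.0-fold, the largest increase among genes with above-median expression, but its replicates varied more, with 2.74 ± 1.41 and 132 ± 110 CPM (adjusted p = 0.00184). J2W75_001489 fell by 2.73 on the log2 scale (SE 0.29, adjusted p = 0.000134), from 37.9 ± 10.2 to 5.72 ± 0.910 CPM, and J2W75_002397 fell by 2.62 (SE 0.50, adjusted p = 0.00308). Over all genes tested, single libraries of the 2 concentrations were 0.69 to 1.26 apart (root mean square log2 difference, 9 pairs). Replicates were 0.52 to 0.93 apart on 5 mM vanillic acid and 0.34 to 0.77 apart on 10 mM vanillic acid, ranges that overlap the former. On 10 mM vanillic acid, replicate C stood apart: across genes, its log2 CPM correlated with r = 0.952 and 0.948 with replicates A and B, which correlated with each other with r = 0.990, and with r = 0.957, 0.911, and 0.956 with 5 mM vanillic acid replicates A, B, and C. On 5 mM vanillic acid, replicate B had the lower correlations, with r = 0.931 and 0.949 with replicates A and C, which had r = 0.975 with each other. From these profiles (Fig. 5), the paper states that expression of metabolic genes on low concentrations of vanillic acid resembles that on acetate and that on high concentrations resembles both methanol and acetate. Together with the growth phenotypes, the paper gives the different profiles as the reason to examine co-consumption with methanol at several concentrations.

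The number of genes changed was 840 without 10 mM vanillic acid replicate A, 788 without replicate B, 1977 without replicate C, and 928 with only the 6 vanillic acid libraries fitted. The balance of higher and lower genes turns with the scaling, with 1217 higher and 53 lower with total counts, 820 and 830 with median-of-ratios scaling, 948 and 973 by DESeq2, 752 and 862 with upper quartile scaling, and 652 and 720 with total counts without the 10 most abundant features.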

When *M. extorquens* SLI 505 was grown on low concentrations of vanillic acid with 50 mM methanol (Fig. 6A and B)**,** growth resulted in a diauxic shift with an initial growth phase that mimicked growth on methanol. We used ^13^C-vanillic acid and ^13^C-methanol to identify which substrates were allocated toward assimilation based on ^13^C fingerprinting analysis at various time points during growth. *M. extorquens* SLI 505 was grown on low concentrations of vanillic acid (5 mM), 50 mM methanol, and either 5 mM vanillic acid and 50 mM ^13^C-methanol (purple curve, Fig. 6A) or 5 mM ^13^C-vanillic acid and 50 mM methanol (purple curve, Fig. 6B). Cells were harvested at the time points indicated by arrows that correspond with mid- to late-exponential growth of each diauxic growth phase, and amino acids were analyzed for the presence or absence of ^13^C to correlate with the assimilation of labeled substrate. Figure 6C and D show the mass isotopomer distribution for proteinogenic amino acids harvested at different time points during growth on unlabeled vanillic acid and labeled methanol. ^13^C fingerprinting reveals the presence of heavily labeled amino acids during time point 1, consistent with our hypothesis that methanol is used first. At time point 2 (Fig. 6D), some amino acids are labeled, but there is a reduction from timepoint 1, likely due to a switch to an unlabeled substrate (vanillic acid) with carryover of previously labeled intermediates from growth on methanol. ^13^C fingerprinting results from the inverse experiment (Fig. 6B) also agree with our hypothesis that methanol is preferentially utilized over low concentrations of vanillic acid. Figure 6E and F show the mass isotopomer distribution for proteinogenic amino acids harvested at different time points during growth on labeled vanillic acid and unlabeled methanol; both time points show no label incorporation into amino acids, indicating that the methoxy-carbon of vanillic acid is not assimilated during either stage of growth. Nucleotide ratios mimic patterns shown on either substrate alone, with an increase in NADH/NAD^+^ that could be due to increased flux from formate to CO_2_ via NAD-dependent formate dehydrogenases (Fig. 6G).

**Fig 6:**
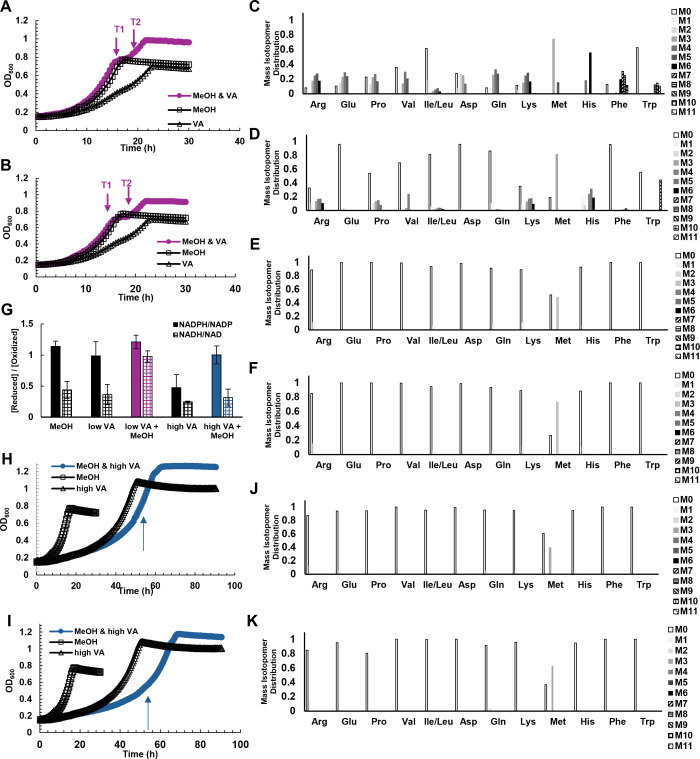
Dual-substrate growth of *M. extorquens* SLI 505 on vanillic acid and methanol. (**A**) Growth curves of *M. extorquens* SLI 505 on 5 mM vanillic acid (“VA,” open triangles), 50 mM methanol (“MeOH,” open squares), and 5 mM vanillic acid +50 mM ^13^C-methanol (“MeOH & VA,” closed purple circles). Arrows indicate time points (T1 and T2) at which samples were harvested for ^13^C-fingerprinting analysis. (**B**) Growth curves of *M. extorquens* SLI 505 on 5 mM vanillic acid (“VA,” open triangles), 50 mM methanol (“MeOH,” open squares), and 5 mM ^13^C-vanillic acid +50 mM methanol (“MeOH & VA,” closed purple circles). Arrows indicate time points (T1 and T2) at which samples were harvested for ^13^C-fingerprinting analysis. (**C**) ^13^C fingerprinting of time point 1 (T1) of *M. extorquens* SLI 505 grown on 5 mM vanillic acid + 50 mM ^13^C-methanol. M# indicates the number of ^13^C-carbons incorporated into the measured amino acid. (**D**) ^13^C fingerprinting of time point 1 (T2) of *M. extorquens* SLI 505 grown on 5 mM vanillic acid + 50 mM ^13^C-methanol. M# indicates the number of ^13^C-carbons incorporated into the measured amino acid. (**E**) ^13^C fingerprinting of time point 1 (T1) of *M. extorquens* SLI 505 grown on 5 mM ^13^C-vanillic acid + 50 mM methanol. M# indicates the number of ^13^C-carbons incorporated into the measured amino acid. (**F**) ^13^C fingerprinting of time point 1 (T2) of *M. extorquens* SLI 505 grown on 5 mM ^13^C-vanillic acid + 50 mM methanol. M# indicates the number of ^13^C-carbons incorporated into the measured amino acid. (**G**) Ratio of NADPH to NADP^+^ (solid bar) and NADH to NAD^+^ (checkered bar) during growth of *M. extorquens* SLI 505 on 50 mM methanol (“MeOH”), 5 mM vanillic acid (“low VA”), 5 mM vanillic acid + 50 mM methanol (“low VA +MeOH,” purple), and 13 mM vanillic acid + 50 mM MeOH (“high VA +MeOH,” blue). Error bars represent the standard deviation of three biological replicates. (**H**) Growth curves of *M. extorquens* SLI 505 on 13 mM vanillic acid (“high VA,” open triangles), 50 mM methanol (“MeOH,” open squares), and 13 mM vanillic acid +50 mM ^13^C-methanol (“MeOH & VA,” closed blue circles). Arrow indicates the time at which samples were harvested for ^13^C-fingerprinting analysis. (**I**) Growth curves of *M. extorquens* SLI 505 on 13 mM vanillic acid (“high VA,” open triangles), 50 mM methanol (“MeOH,” open squares), and 13 mM ^13^C-vanillic acid +50 mM methanol (“MeOH & high VA,” closed blue circles). Arrow indicates the time at which samples were harvested for ^13^C-fingerprinting analysis. (**J**) ^13^C fingerprinting of *M. extorquens* SLI 505 grown on 13 mM vanillic acid + 50 mM ^13^C-methanol. M# indicates the number of ^13^C-carbons incorporated into the measured amino acid. (**K**) ^13^C fingerprinting of *M. extorquens* SLI 505 grown on 13 mM ^13^C-vanillic acid + 50 mM methanol. M# indicates the number of ^13^C-carbons incorporated into the measured amino acid.

To investigate whether these consumption patterns are similar at high concentrations of vanillic acid, *M. extorquens* SLI 505 was grown on 13 mM vanillic acid with 50 mM methanol and compared to growth on either high vanillic acid or methanol alone (Fig. 6H and I). Interestingly, growth on dual substrates was not diauxic and had longer lag times than on either substrate alone, in sharp contrast to what was observed during growth on low concentrations of vanillic acid and methanol. ^13^C fingerprinting analysis was used to determine which substrate was assimilated during growth on methanol and high concentrations of vanillic acid. *M. extorquens* SLI 505 was grown on high concentrations of vanillic acid (13 mM), 50 mM methanol, and either 13 mM vanillic acid and 50 mM ^13^C-methanol (blue curve, Fig. 6H) or 13 mM ^13^C-vanillic acid and 50 mM methanol (blue curve, Fig. 6I). The mass isotopomer distributions for proteinogenic amino acids during growth on labeled methanol and unlabeled high concentrations of vanillic acid (Fig. 6J) and unlabeled methanol and labeled high concentrations of vanillic acid (Fig. 6K) are reported. The lack of label incorporation into amino acids during growth on labeled methanol and unlabeled high concentrations of vanillic acid indicates that methanol is not being assimilated in this situation, suggesting that only vanillic acid is used for assimilation. This is confirmed in the lack of label incorporation in Fig. 6K, as the ring carbons of vanillic acid that are known to be the sole carbons used for assimilation (Fig. 3) are unlabeled. Growth on high concentrations of vanillic acid with methanol also restores the NADPH/NADP^+^ and NADH/NAD^+^ ratios to what is observed during growth on methanol or low concentrations of vanillic acid alone (Fig. 6G).

## DISCUSSION

How complex substrates are converted to various intermediates that can be assimilated through two drastically different modes of metabolism is a fundamental gap in our understanding of microbial physiology (42, 43). Aromatic acid metabolism is a model by which to understand how methylotrophic bacteria maximize bioenergetic yields during growth on multiple intermediates and can bolster our understanding of how facultative methylotrophs balance methylotrophy and heterotrophy in their natural environments. To date, much of the literature surrounding aerobic aromatic acid metabolism in bacteria has focused on mechanisms by which aromatic rings are converted into building blocks for assimilation and how bacteria can salvage carbon from complex substrates (8, 9, 11, 44). The toxicity of aromatic acids, whether due to their inherent chemical properties or C_1_ intermediates that arise in their degradation, has been considered a biochemical inevitability during the metabolism of these compounds and/or a target for metabolic engineering for biotechnological applications (13, 18). However, the recent focus on the ability of particular clades of methylotrophic bacteria to robustly grow on aromatic acids has expanded our understanding of how lignin-derived aromatic compounds might influence microbial physiology in natural environments and how this might be co-opted for biotechnology (20, 36, 45). Here, we establish *M. extorquens* SLI 505 as a model organism for vanillic acid metabolism. Genes involved in methoxylated aromatic acid catabolism are reported and shown to be organized similarly to what has been found in other *extorquens* clade members capable of aromatic acid metabolism. Growth phenotypes on a wide range of vanillic acid concentrations are starkly concentration-dependent, with reduced growth at higher substrate concentrations that we hypothesize is related to NADPH limitation rather than formaldehyde accumulation and mixed utilization patterns when grown on vanillic acid with methanol.

We demonstrate that the more substantial constraints for methylotrophs on vanillic acid metabolism are at the level of currency metabolites, rather than formaldehyde toxicity that occurs in non-methylotrophic bacteria. However, we cannot rule out the possibility that other metabolic or non-metabolic processes contribute to the concentration-dependent phenotypes we report here. We see no evidence for stress responses in our transcriptomic data set for high vanillic acid concentrations in comparison to other substrate conditions, and the growth media is sufficiently buffered to prevent vanillic acid itself from causing acute acid stress. A recent study suggested that *M. extorquens* experiences membrane depolarization as a result of excess vanillic acid diffusion across membranes that can lead to disruption of the proton motive force for energy production (45). Our preliminary analysis of membrane permeability (Fig. S3) of *M. extorquens* SLI 505 in a variety of substrates and vanillic acid concentrations did not indicate a correlation with growth on high concentrations of vanillic acid. However, a link between membrane depolarization and energy metabolism could relate to the lack of growth of *M. extorquens* SLI 505 at vanillic acid concentrations higher than 15 mM and warrants further investigation in this system.

In literature discussing methylotrophy, the terms detoxification and dissimilation are often used interchangeably as they relate to the fate of formaldehyde because these processes are coupled (25, 27). We take advantage of mutants deficient in formaldehyde assimilation (Δ*ftfL*) and formaldehyde detoxification and dissimilation (Δ*mptG*) to disentangle these processes. The faster growth rate of the *ftfL* mutant strain compared to wild-type was a surprising growth phenotype (Fig. 3C), as loss of *ftfL* has no obvious advantage if assimilation of C_1_ units does not naturally occur during this metabolism. Growth advantages due to loss of *ftfL* have been reported in *M. extorquens* AM1 evolved in succinate (46), but physiological benefits during growth on vanillic acid remain unknown.

By contrast, a Δ*mptG* mutant incapable of synthesizing the carbon carrier necessary for formaldehyde oxidation to formate has substantially slower growth rates than wild-type at all vanillic acid concentrations (Fig. 4A) yet manages to reach the same final OD_600_ values as wild-type (Fig. 4B). Interestingly, the addition of lanthanum chloride significantly improves growth rates of *M. extorquens* SLI 505 Δ*mptG* during growth on vanillic acid (data not shown). We hypothesize that this is due to lanthanum chloride inducing expression of lanthanide-dependent alcohol dehydrogenases that might play a role in formaldehyde oxidation (47), and investigations into the role of lanthanides during growth on vanillic acid are the subject of ongoing work. Growth phenotypes of *M. extorquens* SLI 505 Δ*mptG* sharply contrast with what has recently been reported for a strain of *M. extorquens* PA1 engineered to metabolize vanillic acid, where a Δ*mptG* mutation is fatal (45). The differences in the essentiality of *mptG* in our natural isolate *M. extorquens* SLI 505 versus the engineered *M. extorquens* PA1 strain could highlight differences in evolution or metabolic regulation of formaldehyde-related processes in these two systems that are worth investigating further. Here, we hypothesized that the growth rate defect of our Δ*mptG* strain was not due to formaldehyde accumulation, as intracellular formaldehyde levels of this mutant were below toxic levels for this strain (Fig. 4C), but rather due to the importance of formaldehyde dissimilation and nucleotide pools in the form of NADP^+^ and NADPH. This is not unprecedented, as tight regulation between NAD(P)H pools, cofactor selectivity, and vanillic acid metabolism has been reported in *Pseudomonas putida* KT2440 (15) and *Sphingobium sp*. SYK-6 (48). Methylotrophic metabolism is NADPH-limited (34), and this appears to hold true even for substrates such as vanillic acid that do not require formaldehyde assimilation.

Growth on methanol and low concentrations of vanillic acid alleviates some of the growth phenotypes exhibited during growth on low concentration of vanillic acid alone (Fig. 6A and B). Importantly, methanol itself induces expression of methylotrophic pathways (49), yet despite both methylotrophic and heterotrophic pathways being operational, vanillic acid is still metabolized as shown in Fig. 4E. Here, the presence of methanol with low concentrations of vanillic acid would theoretically “prime” the cells for methylotrophy; this would shift the expression profile in this condition to reflect growth on high concentrations of vanillic acid, where both methylotrophic and heterotrophic pathways are expressed (Fig. 5). Yet, growth phenotypes do not necessarily correlate with predictions made from transcriptomic analyses alone, as diauxic growth because of operation of both methylotrophic and heterotrophic pathways does not occur during growth on methanol and high concentrations of vanillic acid (Fig. 6H and I).

Instead, growth on high concentrations of vanillic acid with methanol results in longer lag times and the assimilation of vanillic acid only. Traditionally, sequential utilization of substrates occurs if a preferred substrate supports a higher growth rate, assuming both substrates are in excess (42). Limitation of substrates eliminates sequential or preferential substrate utilization in favor of co-utilization to maximize growth (43, 50). In contrast to this paradigm, growth on methanol and high concentrations of vanillic acid exacerbates the growth phenotypes exhibited during growth on high concentrations of vanillic acid alone (Fig. 6H and I), and the substrate that yields a higher growth rate (methanol) is not assimilated at all. One hypothesis for this phenomenon is that growth on a mix of high concentrations of vanillic acid and methanol could rely on methanol dissimilation to CO_2_ to change the energetic state of the cell via NADPH/NADP^+^ levels (Fig. 6G) that serve as a signal for the transcriptional regulator QscR or enzymes such as MtdA that turn off methylotrophic assimilation and enable heterotrophic assimilation (51). The factors that control how and in what order multiple substrates are consumed—including minimizing toxic intermediates, reducing power imbalance, and/or regulation—are the subject of ongoing and future work.

In recent decades, methylotrophs have emerged as promising model organisms for biotechnological manipulation due to their genetic tractability, multi-omics characterizations, and demonstrated flux through pathways directly linked to the production of value-added chemicals (26, 52–54). However, much of this work has been done with renewable C_1_ feedstocks such as methane or methanol. There are vast biotechnological implications for robust aromatic acid metabolism in methylotrophs that do not result in formaldehyde accumulation. We report growth of *M. extorquens* SLI 505 on vanillic acid concentrations as high as 15 mM, substantially higher than what has been reported by many other model organisms with well-characterized aromatic acid metabolisms (9, 19, 48). It has been shown that the inclusion of *M. extorquens* PA1 (non-aromatic acid utilizer) in a lignin-degrading consortium is sufficient to detoxify formaldehyde (17); similar studies have not been replicated for *M. extorquens* strains naturally capable of aromatic acid metabolism. In addition, we have demonstrated that growth on high concentrations of vanillic acid is natively coupled to the accumulation of the bioplastic polyhydroxybutyrate (Fig. S2C), providing an attractive starting point for future metabolic engineering efforts.

## MATERIALS AND METHODS

### Bacterial strains and cultivation

Isolation of *Methylobacterium extorquens* SLI 505 is described previously (36). *M. extorquens* SLI 505 (wild-type and mutant strains) was grown in minimally defined *Methylobacterium* PIPES (MP) media (55) supplemented with exogenous carbon sources as indicated. Vanillic acid was prepared fresh every time by dissolving vanillic acid powder (Sigma Aldrich) to the desired final concentration (0.25–20 mM) in sterile MP with a sterile stir-bar. Vanillic acid was not found to be soluble in MP beyond 20 mM. 3 mL pre-cultures of *M. extorquens* SLI 505 in MP with 15 mM succinate (Millipore Sigma) were grown overnight in 14 mL polystyrene round-bottom plastic culture tubes (Falcon) at 30°C and 200 rpm in an Innova S44i incubator shaker (Eppendorf). Pre-cultures were washed twice in MP by centrifugation at 2,000 × *g* for 10 minutes and diluted into a desired volume of fresh media with indicated substrate in MP to an OD_600_ of 0.1. Growth curves in Fig. 2, Fig. 3C and D, Fig. 4, and were generated by growing *M. extorquens* SLI 505 (wild-type or mutants) at the indicated substrate concentrations as 650 µL cultures in transparent 48-well plates (Corning) incubated at 30°C with orbital shaking at 548 rpm with OD_600_ readings every 30 minutes using a Synergy HTX plate reader (Biotek). Experimental conditions were run in duplicates, and each growth curve experiment was independently run twice to validate growth phenotypes, for a total of four replicates per condition. Only two replicates from a single run are reported, and >10 exponential-phase data points were used for linear regression analysis to calculate growth rates.

### Cluster analysis for aromatic acid gene island visualization

The genomes of *Methylobacterium extorquens* SLI 505 (under the archived name *Methylorubrum zatmanii* SLI 505; NCBI Assembly accession version JALKFG000000000.1, whole genome-sequencing JALKFG010000001-JALKFG010000004 and IMG Genome ID 2918966707) and *Methylobacterium sp*. AMS5 (NCBI accession NZ_CP006992) were downloaded from NCBI, respectively. The aromatic acid island region in *M. sp*. AMS5 was identified previously (20), spanning from locus tag Y590_RS18530 to Y590_RS18605. Homologous regions were identified in *M. extorquens* SLI 505 spanning from locus tag JSW75_000124 to JSW75_000140. Genomic regions were aligned via Clinker CAGECAT using default settings (37).

### DNA manipulation

All strains and plasmids used in this study are listed in Table S1. Deletion plasmids were made using a suicide vector, pCM433KanT, with *sacB* counterselection marker (56). Fragments for deletion vectors were constructed by inserting 500–800 bp regions of *M. extorquens* SLI 505 genomic DNA flanking the gene of interest into pCM433KanT via HiFi DNA Assembly MasterMix (New England Biolabs). Following full-plasmid sequence verification (Plasmidsaurus), deletion plasmids were transformed into *Escherichia coli* S17. Biparental mating was performed between *E. coli* S17 containing the plasmid of interest *M. extorquens* SLI 505. *M. extorquens* SLI 505 with an integrated plasmid (single crossover) was selected for growth on minimal agar plates supplemented with 15 mM succinate, 50 μg/mL kanamycin, and methylamine as the nitrogen source to prevent growth of donor *E. coli* S17 strains. Counterselection (double crossover) was performed on minimal media agar plates with 15 mM succinate and 10% sucrose to identify colonies that have lost the plasmid. Replica patching colonies onto minimal agar plates containing succinate and kanamycin and succinate and sucrose allowed for selection of candidates capable of growth on sucrose and incapable of growth on kanamycin, and candidates were PCR-screened and sequenced to confirm deletions of the gene of interest.

### RNA sequencing

Pre-cultures of *M. extorquens* SLI 505 were grown and prepared as described above and used to inoculate triplicate 250 mL glass culture flasks containing 50 mL of MP supplemented with either 5 mM vanillic acid, 10 mM vanillic acid, 50 mM MeOH, or 10 mM acetate at an OD_600_ of 0.1. 40 mL of culture were harvested at mid-exponential phase (OD_600_ of 0.5–1 for all conditions) by centrifugation at 4°C at 2,000 × *g* for 10 minutes. Total RNA was extracted using the Qiagen RNeasy Kit and quantified. rRNA depletion using the Ribo-Zero RNA Plus rRNA Depletion Kit (Illumina), library preparation, and Illumina Hi-Seq sequencing were performed by SeqCoast Genomics. KBase was used to align 12 million 2 × 150 bp paired-end reads per sample via HISAT2 v2.1.0 to the *M. extorquens* SLI 505 genome from NCBI (see “Cluster analysis for aromatic acid gene island visualization,” above), assemble transcripts via StringTie v2.1.5, and generate total gene counts and call differentially expressed genes using DESeq2 v1.20.0 (57). Z-scores normalized to total counts are reported in Fig. 5 and Fig. S2 to facilitate comparisons across four substrate conditions.

### Measurement of intracellular formaldehyde concentrations

Pre-cultures of *M. extorquens* SLI 505, Δ*ftfL*, and/or Δ*mptG* were grown and prepared as described above and used to inoculate triplicate 250 mL glass culture flasks containing 50 mL of MP supplemented with 5–15 mM vanillic acid, as indicated, at an OD_600_ of 0.1. 40 mL of culture was harvested at mid-exponential phase (OD_600_ of 0.5–1 for all conditions) and lysed at 25 kpsi using an MC-BA Cell Disruptor (Constant Systems). Lysates were kept on ice and processed immediately. Intracellular formaldehyde concentrations from cell lysates were determined using a colorimetric Purpald (4-amino-3-hydrazino-5-mercapto-1,2,4-triazole)-based assay (58), as previously described (47).

### Measurement of nucleotide pools

Pre-cultures of *M. extorquens* SLI 505 were grown and prepared as described above and used to inoculate triplicate 14 mL polystyrene round-bottom plastic culture tubes (Falcon) containing 3 mL of MP supplemented with 5–13 mM vanillic acid, as indicated, at an OD_600_ of 0.1. 3 mL of culture was harvested at mid-exponential phase (OD_600_ of 0.5–1 for all conditions) and lysed at 25 kpsi using an MC-BA Cell Disruptor (Constant Systems). Lysates were kept on ice and processed immediately. Individual NAD+, NADP+, NADH, and NADPH concentrations were measured using the Promega Bioluminescent Glo Assay, per published kit instructions.

### Measurement of relative polyhydroxybutyrate concentrations

Pre-cultures of *M. extorquens* SLI 505 were grown and prepared as described above and used to inoculate triplicate 14 mL polystyrene round-bottom plastic culture tubes (Falcon) containing 3 mL of MP supplemented with 50 mM MeOH, 5 mM vanillic acid, or 10 mM vanillic acid at an OD_600_ of 0.1. 500 µL of culture was harvested at mid-exponential phase (OD_600_ of 0.5–1 for all conditions) and centrifuged at maximum speed for 5 minutes. Supernatants were decanted and cell pellets were resuspended in 20 µL of 0.5% Nile Blue A (Sigma Aldrich), then incubated at room temperature for 10 minutes. 200 µL of MP was added to each resuspension, and samples were centrifuged at maximum speed for 2 minutes. Supernatants were decanted, and cell pellets were resuspended in 200 µL of 8% acetic acid, then incubated at room temperature for 1 minute. Samples were centrifuged at maximum speed for 1 minute, supernatant was decanted, and cell pellets were resuspended in 250 µL of MP. 200 µL of each sample was transferred to a black/clear bottom 96-well plate (Corning) and fluorescence was measured using a Spectramax plate reader with excitation at 510 nm and emission at 590 nm. Fluorescence values were normalized by subtracting the fluorescence of MP alone, then dividing relative fluorescence (RFU) by OD_600_ at the time of harvesting and mM carbon to normalize across substrates.

### Measurement of membrane permeability using propidium iodide

Pre-cultures of *M. extorquens* SLI 505 were grown and prepared as described above and used to inoculate duplicate 14 mL polystyrene round-bottom plastic culture tubes (Falcon) containing 3 mL of MP supplemented with 15 mM succinate, 50 mM methanol, 10 mM acetate, 5 mM vanillic acid, 10 mM vanillic acid, or 13 mM vanillic acid. Cultures were harvested mid-exponential phase for all conditions (OD_600_ of 0.5–1 for all conditions), and two identical dilutions of each culture to an OD_600_ of 0.5 in 1 mL of MP were prepared. Samples were centrifuged at 2,000 × *g* for 1 minute. Supernatants were discarded, and cell pellets were resuspended in 1 mL of MP. Triplicate aliquots of 150 µL of each sample were transferred to a black/clear bottom 96-well plate (Corning) to serve as a background fluorescence correction of unstained cells. To the remaining 550 µL of each sample, propidium iodide (Thermo Fisher) was added to a final concentration of 5 µg/mL. Stained cells were incubated in the dark for 15 minutes. Triplicate aliquots of 150 µL of each sample were transferred to a black/clear bottom 96-well plate (Corning). Fluorescence was measured using a Spectramx plate reader with excitation at 493 nm and emission at 636 nm for detection of propidium iodide unbound to DNA (low membrane permeability) and with excitation at 535 nm and emission at 617 nm for detection of propidium iodide bound to DNA (high membrane permeability). Average corrected propidium iodide-bound measurements are reported.

### ^13^C fingerprinting and LC-MS analysis for tracking labeled carbon in amino acids

Vanillic acid with ^13^C methoxy carbon (referred to as ^13^C-vanillic acid) was synthesized by Sigma Aldrich. Pre-cultures of *M. extorquens* SLI 505 were grown and prepared as described above and used to inoculate triplicate 14 mL polystyrene round-bottom plastic culture tubes containing 3 mL of MP supplemented with 5 or 13 mM ^13^C-vanillic acid, 5 or 13 mM vanillic acid, 5 or 13 mM ^13^C-vanillic acid and 50 mM MeOH, and 5 or 13 mM vanillic acid and 50 mM ^13^C-MeOH (Sigma Aldrich), as indicated. 3 mL of culture was harvested at mid-exponential phase via fast-filtration using Nyaflo 0.2 µM 47 mM nylon filters (Pall Corporation), and filters containing cell biomass were immediately transferred to 50 mL tubes and flash frozen with liquid nitrogen. 8 mL of boiling sterile ultrapure water was added to each filter and boiled for 8 minutes. Samples were immediately cooled on ice for approximately 5 minutes, or until samples equilibrated to room temperature. The filters were removed from the tubes and the liquid was filter-sterilized using 0.22 µM filters into new tubes, and flash-frozen with liquid nitrogen. Samples were completely lyophilized and reconstituted in 30:70 water:acetonitrile immediately prior to mass spectrometry analysis. Amino acid samples were analyzed using a liquid chromatography (LC) system (1200 series, Agilent Technologies, Santa Clara, CA) that was connected in line with an LTQ-Orbitrap-XL mass spectrometer equipped with an electrospray ionization (ESI) source (Thermo Fisher Scientific, Waltham, MA). The instrumentation is located in the QB3/Chemistry Mass Spectrometry Facility at the University of California, Berkeley. The LC system was equipped with a G1322A solvent degasser, G1311A quaternary pump, G1316A thermostatted column compartment, and G1329A autosampler unit (Agilent). The column compartment was equipped with an XBridge hydrophilic interaction liquid chromatography (HILIC) column (length: 100 mm, inner diameter: 2.1 mm, particle size: 3.5 micrometers, part number 186004433, Waters, Milford, MA). Ammonium formate (99%, Alfa Aesar, Ward Hill, MA), acetonitrile, formic acid (Optima LC-MS grade, 99.9% minimum, Fisher, Pittsburgh, PA), and water purified to a resistivity of 18.2 MΩ·cm (at 25°C) using a Milli-Q Gradient ultrapure water purification system (Millipore, Billerica, MA) were used to prepare mobile phase solvents. Mobile phase solvent A was water, and mobile phase solvent B was 90% acetonitrile/10% water, both of which contained 10 mM ammonium formate and 0.1% formic acid (vol/vol). The elution program consisted of isocratic flow at 99.5% (vol/vol) B for 2 min, a linear gradient to 40% B over 8 min, isocratic flow at 40% B for 3 min, a linear gradient to 99.5% B over 1 min, and isocratic flow at 99.5% B for 16 min, at a flow rate of 300 µL/min. The column compartment was maintained at 30°C, and the sample injection volume was 20 µL. External mass calibration was performed in the positive ion mode using the Pierce LTQ ESI positive ion calibration solution (catalog number 88322, Thermo Fisher Scientific). Full-scan, high-resolution mass spectra were acquired in the positive ion mode over the range of mass-to-charge ratio (*m*/*z*) =65–250, using the Orbitrap mass analyzer, in profile format, with a mass resolution setting of 60,000 (at *m*/*z* = 400, measured at full width at half-maximum peak height, FWHM). Data acquisition and analysis were performed using Xcalibur software (version 2.0.7, Thermo).

## Data Availability

The data generated are available from the corresponding author upon reasonable request. Genomic information for *M. extorquens* SLI 505 and *M. sp*. AMS5 mentioned in this study is provided in Materials and Methods. The RNA sequencing data are accessible through the NCBI Gene Expression Omnibus under accession number GSE293907.

## SUPPLEMENTAL MATERIAL

Supplemental material aem.00761-25-s0001.docx Figures S1 to S3; Table S1.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

## References

[1] Schoenherr S. 2018. Lignin degradation processes and the purification of valuable products. In Mehrdad Ebrahimi (ed), Lignin. IntechOpen, Rijeka(.

[2] Janusz G, Pawlik A, Sulej J, Swiderska-Burek U, Jarosz-Wilkolazka A, Paszczynski A. 2017. Lignin degradation: microorganisms, enzymes involved, genomes analysis and evolution. FEMS Microbiol Rev 41:941–962. doi:10.1093/femsre/fux04929088355 PMC5812493

[3] Dahmen N, Lewandowski I, Zibek S, Weidtmann A. 2019. Integrated lignocellulosic value chains in a growing bioeconomy: Status quo and perspectives. GCB Bioenergy 11:107–117. doi:10.1111/gcbb.12586

[4] Cragg SM, Beckham GT, Bruce NC, Bugg TDH, Distel DL, Dupree P, Etxabe AG, Goodell BS, Jellison J, McGeehan JE, McQueen-Mason SJ, Schnorr K, Walton PH, Watts JEM, Zimmer M. 2015. Lignocellulose degradation mechanisms across the tree of life. Curr Opin Chem Biol 29:108–119. doi:10.1016/j.cbpa.2015.10.01826583519 PMC7571853

[5] Martínez AT, Speranza M, Ruiz-Dueñas FJ, Ferreira P, Camarero S, Guillén F, Martínez MJ, Gutiérrez A, del Río JC. 2005. Biodegradation of lignocellulosics: microbial, chemical, and enzymatic aspects of the fungal attack of lignin. Int Microbiol 8:195–204.16200498

[6] Dagley S. 1971. Catabolism of aromatic compounds by micro-organisms. Adv Microb Physiol 6:1–46. doi:10.1016/s0065-2911(08)60066-14950664

[7] Banerjee G, Chattopadhyay P. 2019. Vanillin biotechnology: the perspectives and future. J Sci Food Agric 99:499–506. doi:10.1002/jsfa.930330094833

[8] Merkens H, Beckers G, Wirtz A, Burkovski A. 2005. Vanillate metabolism in Corynebacterium glutamicum. Curr Microbiol 51:59–65. doi:10.1007/s00284-005-4531-815971090

[9] Nirinya S, Naofumi I, ManabuI, SachikoM, ShimaE, HisayukiM, YasuyukiK, Kiwamu M. 2009. Aerobic vanillate degradation and C1 compound metabolism in Bradyrhizobium japonicum. Appl Environ Microbiol 75:5012–5017. doi:10.1128/AEM.00755-0919502448 PMC2725485

[10] Harwood CS, Parales RE. 1996. The β-ketoadipate pathway and the biology of self-identity. Annu Rev Microbiol 50:553–590. doi:10.1146/annurev.micro.50.1.5538905091

[11] MacLean AM, MacPherson G, Aneja P, Finan TM. 2006. Characterization of the beta-ketoadipate pathway in Sinorhizobium meliloti. Appl Environ Microbiol 72:5403–5413. doi:10.1128/AEM.00580-0616885292 PMC1538742

[12] Buchan A, Neidle EL, Moran MA. 2004. Diverse organization of genes of the β-ketoadipate pathway in members of the marine Roseobacter lineage . Appl Environ Microbiol 70:1658–1668. doi:10.1128/AEM.70.3.1658-1668.200415006791 PMC368412

[13] Zhang Z, Wang Y, Zheng P, Sun J. 2021. Promoting lignin valorization by coping with toxic C1 byproducts. spec. issue bioconversion C1 prod. Feedstock 39:331–335. doi:10.1016/j.tibtech.2020.09.00533008644

[14] Kamimura N, Takahashi K, Mori K, Araki T, Fujita M, Higuchi Y, Masai E. 2017. Bacterial catabolism of lignin-derived aromatics: new findings in a recent decade: update on bacterial lignin catabolism. Environ Microbiol Rep 9:679–705. doi:10.1111/1758-2229.1259729052962

[15] Hibi M, Sonoki T, Mori H. 2005. Functional coupling between vanillate-O-demethylase and formaldehyde detoxification pathway. FEMS Microbiol Lett 253:237–242. doi:10.1016/j.femsle.2005.09.03616242864

[16] Chen NH, Djoko KY, Veyrier FJ, McEwan AG. 2016. Formaldehyde stress responses in bacterial pathogens. Front Microbiol 7:257. doi:10.3389/fmicb.2016.0025726973631 PMC4776306

[17] Lee Jessica A, Baugh AC, Shevalier NJ, Strand B, Stolyar S, Marx CJ. 2021. Cross-feeding of a toxic metabolite in a synthetic lignocellulose-degrading microbial community. Microorganisms 9:321. doi:10.3390/microorganisms902032133557371 PMC7914493

[18] Roca A, Rodríguez-Herva JJ, Ramos JL. 2009. Redundancy of enzymes for formaldehyde detoxification in Pseudomonas putida . J Bacteriol 191:3367–3374. doi:10.1128/JB.00076-0919304846 PMC2687156

[19] Chen HP, Chow M, Liu CC, Lau A, Liu J, Eltis LD. 2012. Vanillin catabolism in rhodococcus jostii RHA1. Appl Environ Microbiol 78:586–588. doi:10.1128/AEM.06876-1122057861 PMC3255756

[20] Lee J. A., Stolyar S, Marx CJ. 2022. Aerobic methoxydotrophy: growth on methoxylated aromatic compounds by Methylobacteriaceae Front Microbiol 13:849573. doi:10.3389/fmicb.2022.84957335359736 PMC8963497

[21] Jiménez JI, Miñambres B, García JL, Díaz E. 2002. Genomic analysis of the aromatic catabolic pathways from Pseudomonas putida KT2440. Environ Microbiol 4:824–841. doi:10.1046/j.1462-2920.2002.00370.x12534466

[22] Klein VJ, Irla M, Gil López M, Brautaset T, Fernandes Brito L. 2022. Unravelling formaldehyde metabolism in bacteria: road towards synthetic methylotrophy. Microorganisms 10:220. doi:10.3390/microorganisms1002022035208673 PMC8879981

[23] Bazurto JV, Riazi S, D’Alton S, Deatherage DE, Bruger EL, Barrick JE, Marx CJ. 2021. Global transcriptional response of Methylorubrum extorquens to formaldehyde stress expands the role of EfgA and is distinct from antibiotic translational inhibition. Microorganisms 9:347. doi:10.3390/microorganisms902034733578755 PMC7916467

[24] Bazurto JV, Bruger EL, Lee JA, Lambert LB, Marx CJ. 2021. Formaldehyde-responsive proteins, TtmR and EfgA, reveal a tradeoff between formaldehyde resistance and efficient transition to methylotrophy in Methylorubrum extorquens J Bacteriol 203:e00589-20. doi:10.1128/JB.00589-2033619153 PMC8092166

[25] Chistoserdova L. 2011. Modularity of methylotrophy, revisited. Environ Microbiol 13:2603–2622. doi:10.1111/j.1462-2920.2011.02464.x21443740

[26] Ochsner AM, Sonntag F, Buchhaupt M, Schrader J, Vorholt JA. 2015. Methylobacterium extorquens: methylotrophy and biotechnological applications. Appl Microbiol Biotechnol 99:517–534. doi:10.1007/s00253-014-6240-325432674

[27] Chistoserdova L, Lidstrom ME. 2013. The Prokaryotes: Prokaryotic Physiology and Biochemistry, p 267–285. In Rosenberg E, DeLong EF, Lory S, Stackebrandt E, Thompson F (ed), Aerobic Methylotrophic Prokaryotes. Springer Berlin Heidelberg, Berlin, Heidelberg.

[28] Cocaign M, Wilberg E, Lindley ND. 1991. Sequential demethoxylation reactions during methylotrophic growth of methoxylated aromatic substrates with Eubacterium limosum. Arch Microbiol 155:496–499. doi:10.1007/BF00244968

[29] Bringel F, Couée I. 2015. Pivotal roles of phyllosphere microorganisms at the interface between plant functioning and atmospheric trace gas dynamics. Front Microbiol 6:486. doi:10.3389/fmicb.2015.0048626052316 PMC4440916

[30] Yurimoto H, Shiraishi K, Sakai Y. 2021. Physiology of methylotrophs living in the phyllosphere. Microorganisms 9:809. doi:10.3390/microorganisms904080933921272 PMC8069551

[31] Vorholt JA. 2012. Microbial life in the phyllosphere. Nat Rev Microbiol 10:828–840. doi:10.1038/nrmicro291023154261

[32] Knief C, Delmotte N, Chaffron S, Stark M, Innerebner G, Wassmann R, von Mering C, Vorholt JA. 2012. Metaproteogenomic analysis of microbial communities in the phyllosphere and rhizosphere of rice. ISME J 6:1378–1390. doi:10.1038/ismej.2011.19222189496 PMC3379629

[33] Keltjens JT, Pol A, Reimann J, Op den Camp HJM. 2014. PQQ-dependent methanol dehydrogenases: rare-earth elements make a difference. Appl Microbiol Biotechnol 98:6163–6183. doi:10.1007/s00253-014-5766-824816778

[34] Peyraud R, Schneider K, Kiefer P, Massou S, Vorholt JA, Portais JC. 2011. Genome-scale reconstruction and system level investigation of the metabolic network of Methylobacterium extorquens AM1. BMC Syst Biol 5:189. doi:10.1186/1752-0509-5-18922074569 PMC3227643

[35] Peyraud R., Kiefer P, Christen P, Portais JC, Vorholt JA. 2012. Co-consumption of methanol and succinate by Methylobacterium extorquens AM1. Plos One 7:e48271. doi:10.1371/journal.pone.004827123133625 PMC3486813

[36] Govindaraju AM, Friel CA, Good NM, Banks SL, Wayne KS, Martinez-Gomez NC. 2023. Lanthanide-dependent isolation of phyllosphere methylotrophs selects for a phylogenetically conserved but metabolically diverse community. bioRxiv:2023.06.28.546956. doi:10.1101/2023.06.28.546956

[37] van den Belt M, Gilchrist C, Booth TJ, Chooi Y-H, Medema MH, Alanjary M. 2023. CAGECAT: The comparative GEne cluster analysis toolbox for rapid search and visualisation of homologous gene clusters. BMC Bioinformatics 24:181. doi:10.1186/s12859-023-05311-237131131 PMC10155394

[38] Lee JA, Riazi S, Nemati S, Bazurto JV, Vasdekis AE, Ridenhour BJ, Remien CH, Marx CJ. 2019. Microbial phenotypic heterogeneity in response to a metabolic toxin: continuous, dynamically shifting distribution of formaldehyde tolerance in Methylobacterium extorquens populations. Plos Genet 15:e1008458. doi:10.1371/journal.pgen.100845831710603 PMC6858071

[39] Hollinshead W, He L, Tang YJ. 2019. 13C-fingerprinting and metabolic flux analysis of bacterial metabolisms. Edited by C. N. S. Santos and P. K. Ajikumar. Methods Mol Biol 1927:215–230. doi:10.1007/978-1-4939-9142-6_1530788795

[40] Abdoulaye S, Timmers AntoniusCJ, Claudia K, Vorholt Julia A. 2005. Methylotrophic metabolism is advantageous for methylobacterium extorquens during colonization of medicago truncatula under competitive conditions. Appl Environ Microbiol 71:7245–7252. doi:10.1128/AEM.71.11.7245-7252.200516269765 PMC1287603

[41] Brunel F, Davison J. 1988. Cloning and sequencing of Pseudomonas genes encoding vanillate demethylase. J Bacteriol 170:4924–4930. doi:10.1128/jb.170.10.4924-4930.19883170489 PMC211539

[42] Okano H, Hermsen R, Hwa T. 2021. Hierarchical and simultaneous utilization of carbon substrates: mechanistic insights, physiological roles, and ecological consequences. Curr Opin Microbiol 63:172–178. doi:10.1016/j.mib.2021.07.00834365153 PMC9744632

[43] Wang X, Xia K, Yang X, Tang C. 2019. Growth strategy of microbes on mixed carbon sources. Nat Commun 10:1279. doi:10.1038/s41467-019-09261-330894528 PMC6427025

[44] Alvarez-Rodríguez ML, Belloch C, Villa M, Uruburu F, Larriba G, Coque JJR. 2003. Degradation of vanillic acid and production of guaiacol by microorganisms isolated from cork samples. FEMS Microbiol Lett 220:49–55. doi:10.1016/S0378-1097(03)00053-312644227

[45] Seriki AL, Alexander BA, Tomislav T, Alyssa CB, Jack WC, ChristopherJM. 2025. Engineered methylobacterium extorquens grows well on methoxylated aromatics due to its formaldehyde metabolism and stress response. bioRxiv. doi:10.1101/2025.03.17.643779PMC1237959840741777

[46] Carroll SM, Lee MC, Marx CJ. 2014. Sign epistasis limits evolutionary trade-offs at the confluence of single- and multi-carbon metabolism in Methylobacterium extorquens AM1. Evolution (N Y) 68:760–771. doi:10.1111/evo.1230124164359

[47] Good NM, Moore RS, Suriano CJ, Martinez-Gomez NC. 2019. Contrasting in vitro and in vivo methanol oxidation activities of lanthanide-dependent alcohol dehydrogenases XoxF1 and ExaF from Methylobacterium extorquens AM1. Sci Rep 9:4248. doi:10.1038/s41598-019-41043-130862918 PMC6414531

[48] Varman AM, He L, Follenfant R, Wu W, Wemmer S, Wrobel SA, Tang YJ, Singh S. 2016. Decoding how a soil bacterium extracts building blocks and metabolic energy from ligninolysis provides road map for lignin valorization. Proc Natl Acad Sci USA 113:E5802–E5811. doi:10.1073/pnas.160604311327634497 PMC5056086

[49] Skovran E, Crowther GJ, Guo X, Yang S, Lidstrom ME. 2010. A systems biology approach uncovers cellular strategies used by Methylobacterium extorquens AM1 during the switch from multi- to single-carbon growth. Plos One 5:e14091. doi:10.1371/journal.pone.001409121124828 PMC2991311

[50] Harder W, Dijkhuizen L, Postgate JR, Quayle JR, Bull AT. 1982. Strategies of mixed substrate utilization in microorganisms. Philos Trans R Soc Lond B Biol Sci 297:459–480. doi:10.1098/rstb.1982.00556180444

[51] Kalyuzhnaya MG, Lidstrom ME. 2003. QscR, a LysR-type transcriptional regulator and CbbR homolog, is involved in regulation of the serine cycle genes in Methylobacterium extorquens AM1. J Bacteriol 185:1229–1235. doi:10.1128/JB.185.4.1229-1235.200312562792 PMC142849

[52] Fergala A, AlSayed A, Khattab S, Ramirez M, Eldyasti A. 2018. Development of methane-utilizing mixed cultures for the production of polyhydroxyalkanoates (PHAs) from anaerobic digester sludge. Environ Sci Technol 52:12376–12387. doi:10.1021/acs.est.8b0414230339372

[53] Govindaraju A, Good NM, Zytnick AM, Martinez-Gomez NC. 2022. Employing methylotrophs for a green economy: one-carbon to fuel them all and through metabolism redesign them. Curr Opin Microbiol 67:102145. doi:10.1016/j.mib.2022.10214535525169

[54] Orita I, Nishikawa K, Nakamura S, Fukui T. 2014. Biosynthesis of polyhydroxyalkanoate copolymers from methanol by Methylobacterium extorquens AM1 and the engineered strains under cobalt-deficient conditions. Appl Microbiol Biotechnol 98:3715–3725. doi:10.1007/s00253-013-5490-924430207

[55] Delaney NF, Kaczmarek ME, Ward LM, Swanson PK, Lee MC, Marx CJ. 2013. Development of an optimized medium, strain and high-throughput culturing methods for Methylobacterium extorquens. PLOS ONE 8:e62957. doi:10.1371/journal.pone.006295723646164 PMC3639900

[56] Marx CJ. 2008. Development of a broad-host-range sacB-based vector for unmarked allelic exchange. BMC Res Notes 1:1. doi:10.1186/1756-0500-1-118710539 PMC2518277

[57] Arkin AP, Cottingham RW, Henry CS, Harris NL, Stevens RL, Maslov S, Dehal P, Ware D, Perez F, Canon S, et al.. 2018. KBase: the United States department of energy systems biology knowledgebase. Nat Biotechnol 36:566–569. doi:10.1038/nbt.416329979655 PMC6870991

[58] Quesenberry MS, Lee YC. 1996. A rapid formaldehyde assay using purpald reagent: application under periodation conditions. Anal Biochem 234:50–55. doi:10.1006/abio.1996.00488742081

# Supplementary material for: Aromatic acid metabolism in Methylobacterium extorquens reveals interplay between methylotrophic and heterotrophic pathways
**Source:** Appl Environ Microbiol. 2025 Sep 3;91(10):e00761-25. doi: 10.1128/aem.00761-25
**Supplement:** Supplemental material — Figures S1 to S3; Table S1.

**Supplementary Information**

**Figure S1.** Final yields of *M. extorquens* SLI 505 (“M. ext”, black) and *P. putida* KT2440 (“P. put”, white) on 5 and 12 mM vanillic acid. Error bars indicate standard deviation of 2-3 replicates.

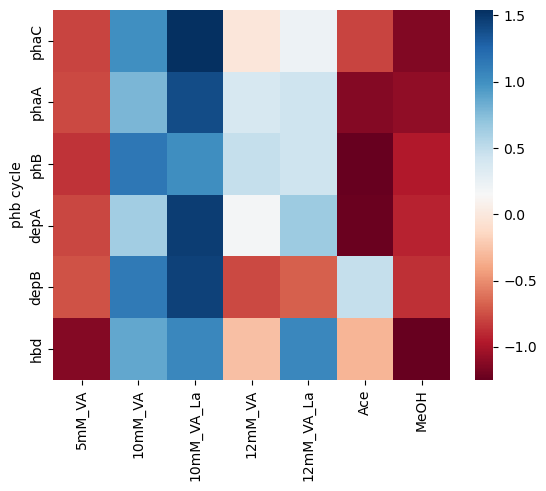

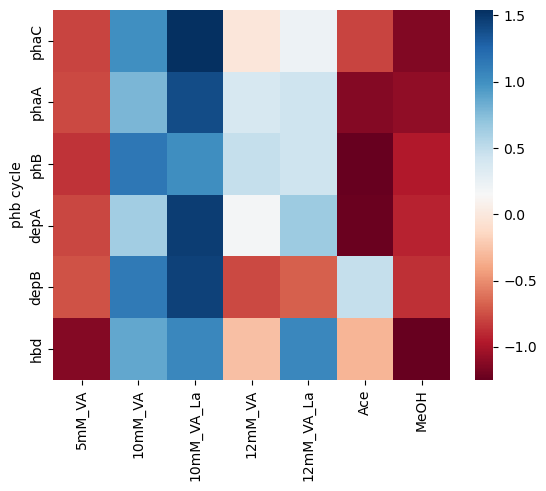

**PHB cycle genes**

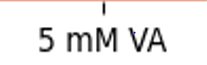

**C**

**A**

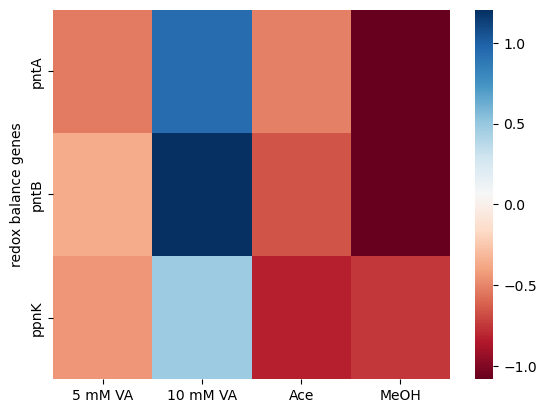

**redox balance genes**

**A**

**A**

**B**

**A**

**Figure S2.** Evidence for NADPH as an important currency metabolite during growth on vanillic acid. Normalized expression levels of methylotrophic and heterotrophic genes during growth on “low” (5 mM) and “high” (10 mM) concentrations of vanillic acid, 10 mM acetate, and 50 mM methanol. Expression profiles on methanol serve as a comparison for methylotrophic growth; expression profiles on acetate serve as a comparison for heterotrophic growth. Colors and corresponding color scale bar on the right of each graph indicates Z-score-corrected expression for comparisons of each gene across the four substrate conditions. **A.** polydhydroxybutyrate (PHB) cycle genes; **B.** redox balance genes. **C.** Nile Blue A staining and normalized fluorescent measurements of *M. extorquens* SLI 505 in low vanillic acid (5 mM VA), high vanillic acid (10 mM VA), and 50 mM methanol as a relative measurement of polyhydroxybutyrate concentrations. Averages of three biological replicates are reported. Error bars represent standard deviation

**Figure S3.** Propidium iodide staining of *M. extorquens* SLI 505 as a measurement of membrane permeability. *M. extorquens* SLI 505 was grown in 15 mM succinate (“succinate”), 50 mM methanol (“methanol”), 10 mM acetate (“acetate”), 5 mM vanillic acid (“5 mM VA”), 10 mM vanillic acid (“10 mM VA”), and 13 mM vanillic acid (“13 mM VA”) and stained with propidium iodide, a dye that fluoresces at 535/617 nm upon binding of DNA and can act as a proxy for measuring membrane permeability. Averages of two biological replicates and three technical replicates of samples corrected for background fluorescence of unstained cells are reported. Error bars represent standard deviation

**Table S1.** Strains and plasmids used in this study

| **Strain or Plasmid** | **Description** | **Reference** |
| --- | --- | --- |
| **Strains** |  |  |
| *Escherichia coli* 10β | Electrocompetent cloning strain | Invitrogen |
| *E. coli* S17-1 | Conjugating donor strain | New England Biolabs |
| *Methylobacterium extorquens* SLI 505 | Wild-type | 36 |
| *M. extorquens* SLI 505 Δ*ftfL* | Δ*ftfL* | This study |
| *M. extorquens* SLI 505 Δ*mptG* | Δ*mptG* | This study |
| **Plasmids** |  |  |
| pCM433KanT | SacB allelic exchange backbone; Km^R^ | 56 |
| pAG1 | SacB allelic exchange *ftfL* donor; Km^R^ | This study |
| pAG24 | SacB allelic exchange *mptG* donor; Km^R^ | This study |

How the deposited data were processed for this re-analysis (not part of the article)

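RNA was sequenced from *M. extorquens* SLI 505 grown on 50 mM methanol, 10 mM acetate, or vanillic acid at 5 mM or 10 mM, with 3 cultures per substrate and 12 libraries in all. The authors harvested cells at mid-exponential phase, depleted rRNA, aligned paired-end reads in KBase with HISAT2 2.1.0, assembled transcripts with StringTie 2.1.5, generated total gene counts, and called genes with DESeq2 1.20.0. How strand and reads shared by copies of a gene were treated is not given in the sources used here. The authors deposited 2 tables, each with 1 column per library. The first holds whole-number counts for 5375 features, not scaled. The second is named for FPKM, but the deposited values are log2(FPKM + 1), judged by comparing them with the counts of the same genes in each library. The log scale was not known when the tests were chosen, so FPKM was recovered from these values where ranks or another pseudocount needed it. The published Z-scores were normalized to total counts.

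Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filter on low counts, which left 5284 genes, libraries were scaled by TMM, and a quasi-likelihood model was fitted to all 12 libraries with a mean for each substrate. Each of the 6 pairs of substrates was tested, with a further test for any difference among the 4 substrates, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Standard errors of log2 fold changes come from this model. Set tests of the aromatic acid gene island used camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, from limma 3.58.1, on log2 CPM with a prior count of 2, with p-values adjusted over the 6 comparisons. The TMM factors ranged from 0.63 to 1.35 on 5 mM vanillic acid, 1.30 to 1.68 on 10 mM vanillic acid, 0.59 to 0.92 on acetate, and 0.88 to 1.40 on methanol. Comparisons of a single value between substrates used exact permutation tests, two-sided, which cannot give a p under 0.1 for 3 libraries against 3. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.

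The distance between substrates is the root mean square of the difference in mean log2 CPM over the genes tested, with the SD taken over the 9 pairs of single libraries. That SD describes the distances between single libraries and is not the uncertainty of the distance between means. The rank of the island is the median percentile of its 17 genes by FPKM among all features of a library. For the Z-scores, counts were scaled to their totals and averaged over replicates, and the substrate with the highest and the lowest mean was counted for each gene.

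The island was taken as locus tags J2W75_000124 to J2W75_000140, with the numbers the paper gives for the prefix JSW75. The match of the 2 prefixes was not checked against an annotation. Lists of genes by name, fixed before the data were examined, covered aromatic acid catabolism, methanol oxidation, formaldehyde oxidation, formate oxidation, formate assimilation, the serine cycle, the TCA cycle, the ethylmalonyl-CoA pathway, the polyhydroxybutyrate cycle, NAD(P)H balance, acetate activation, stress responses, oxidative phosphorylation, ribosomal proteins, flagella and chemotaxis, photosynthesis pigments, cobalamin synthesis, and efflux transporters. The files do not pair locus tags with names, and 0 of the 5375 tags matched the reference table used here, which is of another strain, so these lists were not analysed here. The rule for named genes, also fixed before the data were examined, was the genes the paper names, which were not analysed here, the genes of the island, up to 4 members of each list, and, in each comparison, the genes with the largest log2 fold change in each direction among those past the threshold with a mean log2 CPM above the median of the genes tested and no overlap between the replicates of the 2 substrates. At most 2 of the latter in each direction are named by locus tag. The position between acetate and methanol of genes that differ between them, and J2W75_000142 and J2W75_000143, were chosen after the data were examined.

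The alternatives tried were DESeq2 1.42.0 in place of edgeR, limma on log2(FPKM + 1), on log2(FPKM + 0.1), and on genes with an FPKM of at least 1 in some library, median-of-ratios, upper quartile, and total count scaling, no filter on low counts, at least 10 counts in every library, counts without the 10 most abundant features, the replicate letter as a block, only the libraries compared, an absolute log2 fold change of at least 1, and each library left out in turn. Total counts without the 10 most abundant features were added after the data were examined, as were libraries thinned to 1 common depth.

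The depth and the spread between replicates limit what can be called. In counts simulated for 10 mM against 5 mM vanillic acid, with the observed totals and dispersions, edgeR recovered 28% of genes with a true log2 fold change of 1 and 93% of genes with a change of 2, each with the right sign, and 3.2% of its calls were false. DESeq2 recovered 45% and 98% with 12.4% false calls, and limma 29% and 90% with 4.8% false calls. In these simulated counts, only 100 genes changed by 1 and 100 by 2. The rest, apart from the 10 most abundant features, had the same mean on all substrates. The real comparison called 1683 genes, so these percentages need not hold for it.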

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

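The tests of the Z-scores without the 10 most abundant features, of the share of these features by substrate, and of replicate C, both thinnings, and the simulation were chosen after the data were examined. The distances without these features and the island and with each library left out were planned before, though the limit for the latter was set after its values were seen.

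Outside the aromatic acid gene island, 78 genes were at least 1 higher on the log2 scale on both vanillic acid concentrations than on both acetate and methanol. They were singled out because their tags lie outside the range the paper gives, and whether the paper names some of them elsewhere is not known, since tags and names are not paired. With the 16 island genes they make 94, whereas independent lists of the same sizes would share 6.22. Simulated counts in which neither concentration differed from the higher of its 2 controls gave at most 2 in 20 simulations. In them, every gene on vanillic acid was set to the higher control, and the libraries were then scaled anew by TMM, which can lower those fold changes. Few calls were therefore to be expected, and the simulations set no fair limit for the 94. The calls share their acetate and methanol libraries, so the 4 comparisons are not independent of each other.

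J2W75_000141, singled out as the gene next to the last island tag and outside the range the paper gives, was higher on 5 mM vanillic acid by 7.01 on the log2 scale compared with acetate and by 8.65 compared with methanol (SE 0.31 and 0.33), in 3 of 3 libraries each time. Whether it belongs to the island cannot be told here, since the match of the tags was not checked.

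With counts scaled to their totals, 51.9% of genes had their highest mean on 10 mM vanillic acid. Thinning every library to the smallest total left 52.0%, which decides nothing on depth, because thinning keeps the shares from which the percentage is computed. The 10 most abundant features are a candidate source, because the percentage was 23.7% when total counts were taken without them. Whether the substrate itself lowers their share, which was at most 59.6% on 10 mM vanillic acid and at least 65.8% in the other libraries, or rRNA depletion and other handling did so, cannot be told apart, since each substrate has its own libraries.

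Over all genes tested, 5 mM vanillic acid lay nearer to methanol than to acetate, with a ratio of distances of 1.46 (SD 0.257 over 3 libraries). The values of the island genes and of the 10 most abundant features are not the source, as the ratio was 1.52 without them. The scaling was kept for that value, so it does not cover an effect of these features through the scaling. Thinning to 1 common depth changed the ratio little: computed from the features outside these 10, each library scaled to its own total of them, it was 1.48 before thinning and 1.46 after. No single library carries it, with a ratio of 1.34 to 1.59 when each of the 12 libraries was left out in turn. A biological likeness between growth on 5 mM vanillic acid and on methanol was not tested and stays open.

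Among the 10 mM vanillic acid libraries, replicate C lay toward 5 mM vanillic acid. The slope of its deviation from the other replicates on the difference between the concentrations was 0.50 against replicate B and 0.47 against replicate A, compared with 0.014 between A and B. This argues against a 5 mM library under a 10 mM label, for which the slope would be 1 without noise. Noise in the measured difference would lower that slope by an amount not estimated here. A mixture of material from both concentrations would move all genes alike on the linear scale. The median share of the way to 5 mM was 0.88 for 138 genes higher on 10 mM and 0.20 for 48 lower genes. Of the higher genes, 29.0% lay beyond either end of the way, compared with 4.2% of the lower genes. The difference between the medians, 0.68, argues against a mixture as well. The 95% interval of this difference was 0.62 to 0.74. That interval comes from genes of replicate C, which need not vary independently, and gives no uncertainty for that library. A culture harvested in another state may move the higher and lower genes by different shares, and this explanation was not tested.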

How the results depend on the processing

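Total counts without the 10 most abundant features, thinning, and libraries left out for the Z-scores were chosen after the data were examined, and the other alternatives before. Over the alternatives, 548 values of gene counts, ranks, distances, and Z-score percentages stayed within their limits, 40 moved, and 2 reversed. For the ranks of the island, the limit was the SD over the 3 libraries of a substrate. Leaving out 1 of them cannot move the mean that far, so those values, counted among the 548, show nothing about stability. Of the values of single locus tags, 1779 kept their direction and side of the threshold, 43 lost the call, 16 gained it, and none reversed. The lists of genes by name, their set tests, and their positions between acetate and methanol were not run. Where a value below moved, the cause was not tested, apart from settings that fit fewer libraries or call at a stricter threshold.

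For 10 mM against 5 mM vanillic acid (1683 genes), 928 changed with only the 6 libraries compared, and between 788 and 1977 with each library left out in turn. For 5 mM vanillic acid against methanol (1442 genes), 397 changed with total counts, 947 at an absolute log2 fold change of at least 1, 427 by limma on log2(FPKM + 0.1), 431 on log2(FPKM + 1), 439 without genes under an FPKM of 1, and between 855 and 1651 with each library left out. In the island, 17 genes changed between the concentrations by limma on log2(FPKM + 1), with or without genes under an FPKM of 1, 7 with only the 6 libraries compared, and 7 to 14 with each library left out, against 11. Between methanol and acetate, 5 changed by limma on log2(FPKM + 1) with and without that filter and on log2(FPKM + 0.1), against 8. In the other comparisons, the numbers of genes changed stayed within 1.5 times of those given at the claims. This limit does not cover their split into higher and lower. For 10 mM vanillic acid against acetate, total counts gave 2619 higher and 357 lower, compared with 1583 and 1509 with TMM. Ranked by CPM, the island's median percentile was 98.0 on 10 mM vanillic acid, 34.4 on acetate, and 31.3 on methanol.

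With total counts, the distance between the concentrations was 1.1 and that from 10 mM vanillic acid to acetate 1.74. On log2(FPKM + 1), the distances to acetate were 1.25 for 5 mM vanillic acid, 1.57 for 10 mM vanillic acid, and 1.50 for methanol. With each library left out, 5 mM vanillic acid lay 1.36 to 1.45 from acetate. The distance of 5 mM vanillic acid to acetate over that to methanol was 1.86 by Pearson's and 1.87 by Spearman's correlation. These are ratios of 1 minus the correlation and are not on the scale of the root mean square distances. For 10 mM vanillic acid, the ratio reversed to 0.99 by Spearman's correlation. By the root mean square distance, it ranged from 1.00 without replicate C to 1.16 with each library left out. The percentage of genes highest on 10 mM vanillic acid was 77.7 with raw counts, 27.4 with TMM, and 23.7 without the 10 most abundant features, that on acetate 8.2, 33.2, and 24.8, and that on 5 mM vanillic acid 14.4 without these features. The percentage lowest on 10 mM vanillic acid was 1.7, 23.3, and 25.0, and that lowest on acetate 35.5 with TMM.

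With total counts without the 10 most abundant features, the genes higher and lower were 1701 and 1005 for 5 mM vanillic acid against acetate, 575 and 622 for 5 mM vanillic acid against methanol, 1081 and 1422 for 10 mM vanillic acid against methanol, and 2199 and 1162 for methanol against acetate. Whether the replicate letters pair the libraries across substrates is open. Of 18 same-letter pairs, 8 had a correlation over 0.1 (r from −0.30 to 0.30 across genes), among them all 3 of acetate and methanol, and 8 of 12 libraries lay nearest to their own letter. With the letter as a block, 1679 genes changed between the concentrations (island, 11), 2672 and 1479 for 5 mM and 3097 and 2654 for 10 mM vanillic acid against acetate and methanol, and 3197 for methanol against acetate.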

Differences from the paper's values

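The position of the vanillic acid libraries between acetate and methanol and the conversion of counts to pairs of reads were chosen after the data were examined.

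The paper states 12 M paired-end reads per sample, whereas the counts on 10 mM vanillic acid total 25.7 M per library (mean of 3, SD 1.19). The wording of the Methods can be read as 12 M pairs, and whether each count is a pair or a single read is not given in the sources used here. If the paper counts pairs and each count is a single read, 10 mM vanillic acid has 12.9 M pairs per library (SD 0.60), which closes the gap by a conversion chosen after seeing the values. On that unit, 5 mM vanillic acid has 8.7 M, acetate 7.4 M, and methanol 8.0 M. Of the alternatives set before the data were examined, the total without the 10 most abundant features, 11.0 M, falls within the limits set for a difference, whereas leaving out replicate A, B, or C gave 25.5, 25.3, and 26.4 M, which do not. The removal of these features does not bring the other substrates to the paper's value: it takes 5 mM vanillic acid from 17.4 to 4.5 M, acetate from 14.8 to 3.6 M, and methanol from 16.0 to 4.1 M.

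The paper states that the genes of aromatic acid catabolism are not expressed on methanol or acetate. In the island, 17 of 17 genes had counts in every library of both substrates, and 16 of 17 had more than 3 counts in every acetate library and 16 of 17 in every methanol library. J2W75_000139 had as few as 1 count in an acetate library. No background level was set, so a low count alone does not show expression. The levels were mostly low, with a median of the mean FPKM of 3.27 on acetate and 4.64 on methanol, compared with 581 on 10 mM vanillic acid. The highest mean FPKM of an island gene was 23.4 on acetate and 80.5 on methanol. The latter was that of J2W75_000132, which had a mean percentile of 87.1 on methanol. By their means, 16 of 17 genes follow the order the paper gives. Each of the 16 passed the test for 5 mM vanillic acid against acetate and methanol, whereas 11 passed it for 10 mM against 5 mM vanillic acid and the other 5 did not.

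The paper states that metabolic genes on low vanillic acid are expressed as on acetate. Over all genes tested, a wider set than the paper's modules, which were not told apart here, 5 mM vanillic acid lay further from acetate than from methanol in 3 of 3 libraries. The ratio of these distances was 1.34 to 1.59 with each of the 12 libraries left out in turn, and at least 1.34 over all the alternatives run. The highest values, 1.86 and 1.87, were ratios of 1 minus a correlation, which are not on the scale of the root mean square distances. For the paper's statement that high vanillic acid is like both methanol and acetate, the values depend on the scale. From 0 on acetate to 1 on methanol, 10 mM vanillic acid lay with TMM at 0.68 in genes higher on methanol and at 0.51 in genes higher on acetate. The latter is a mean of libraries that ranged from 0.42 to 0.67. With total counts, the paper's scale, the positions were 0.95 and 0.11. On that scale, the median of all genes is itself higher on 10 mM vanillic acid by 1.06 compared with acetate and by 0.56 compared with methanol.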

Other observations

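The genes at J2W75_000142 and J2W75_000143, the runs of neighbouring genes, and the splits of the libraries were chosen for a test after the data were examined.

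The 94 genes higher on both vanillic acid concentrations than on acetate and methanol include a run of 19 genes by their tag numbers, J2W75_000125 to J2W75_000143. It holds 16 island genes and goes 3 genes beyond the island as taken here by its tags. Outside it, the longest run held 5 genes, compared with 4 at most in 1000 random sets of 94 genes, which do not allow for neighbours transcribed together. Another 30 genes were at least 1 lower on the log2 scale on both concentrations than on both other substrates.

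For the 3 genes beyond the last island tag, no test of a difference between them or from the island was run. J2W75_000141 rose from 1058 ± 84.0 CPM on 5 mM vanillic acid to 2230 ± 70.1 on 10 mM vanillic acid (log2 fold change 1.08, SE 0.24, adjusted p = 0.00575). J2W75_000142 was higher on 5 mM vanillic acid than on acetate by 4.49, but on 10 mM it had 45.5 ± 6.01 CPM compared with 80.0 ± 17.9 on 5 mM (log2 fold change −0.81, adjusted p = 0.0279, a call lost without 10 mM replicate A or B or 5 mM replicate B or C). J2W75_000143 was higher on 5 mM vanillic acid than on acetate by 3.87 and did not pass the test between the concentrations (log2 fold change −0.29, adjusted p = 0.392).

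The 3 libraries of a substrate can be exchanged with those of another in 10 ways, too few for a share under 0.05, and in each comparison 1 of the 10 splits, the real one, gave as many genes. For 10 mM against 5 mM vanillic acid, the real split gave 1683 genes and the highest other split 194, which sets 5 mM replicate B with 10 mM replicates A and B. The real and highest other counts were 2652 and 35 for 5 mM vanillic acid against acetate, 1442 and 0 against methanol, 3092 and 2 for 10 mM vanillic acid against acetate, 2652 and 0 against methanol, and 3183 and 0 for methanol against acetate (edgeR). For a difference among the 4 substrates, 1 of 100 splits, the real one, gave as many as 4300 genes and the highest other gave 2018. Chance is thus unlikely for that count, though 100 splits cannot exclude it. Splits also cannot separate the substrate from handling, since each substrate has its own libraries.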
